# AHL-Priming Protein 1 mediates *N*-3-oxo-tetradecanoyl-homoserine lactone priming in Arabidopsis

**DOI:** 10.1186/s12915-022-01464-3

**Published:** 2022-12-05

**Authors:** Abhishek Shrestha, Casandra Hernández-Reyes, Maja Grimm, Johannes Krumwiede, Elke Stein, Sebastian T. Schenk, Adam Schikora

**Keywords:** AHL priming, Enhanced resistance, *N*-acyl homoserine lactone, Plant immunity, Plant–microbe interaction, Quorum sensing

## Abstract

**Background:**

*N*-3-oxo-tetradecanoyl-*L*-homoserine lactone (oxo-C14-HSL) is one of the *N*-acyl homoserine lactones (AHL) that mediate quorum sensing in Gram-negative bacteria. In addition to bacterial communication, AHL are involved in interactions with eukaryotes. Short-chain AHL are easily taken up by plants and transported over long distances. They promote root elongation and growth. Plants typically do not uptake hydrophobic long sidechain AHL such as oxo-C14-HSL, although they prime plants for enhanced resistance to biotic and abiotic stress. Many studies have focused on priming effects of oxo-C14-HSL for enhanced plant resistance to stress. However, specific plant factors mediating oxo-C14-HSL responses in plants remain unexplored. Here, we identify the Arabidopsis protein ALI1 as a mediator of oxo-C14-HSL-induced priming in plants.

**Results:**

We compared oxo-C14-HSL-induced priming between wild-type Arabidopsis Col-0 and an oxo-C14-HSL insensitive mutant *ali1*. The function of the candidate protein ALI1 was assessed through biochemical, genetic, and physiological approaches to investigate if the loss of the *ALI1* gene resulted in subsequent loss of AHL priming. Through different assays, including MAP kinase activity assay, gene expression and transcriptome analysis, and pathogenicity assays, we revealed a loss of AHL priming in *ali1*. This phenomenon was reverted by the reintroduction of *ALI1* into *ali1*. We also investigated the interaction between ALI1 protein and oxo-C14-HSL using biochemical and biophysical assays. Although biophysical assays did not reveal an interaction between oxo-C14-HSL and ALI1, a pull-down assay and an indirect method employing biosensor *E. coli LuxCDABE* support such interaction. We expressed fluorescently tagged ALI1 in tobacco leaves to assess the localization of ALI1 and demonstrate that ALI1 colocalizes with the plasma membrane, tonoplast, and endoplasmic reticulum.

**Conclusions:**

These results suggest that the candidate protein ALI1 is indispensable for oxo-C14-HSL-dependent priming for enhanced resistance in Arabidopsis and that the ALI1 protein may interact with oxo-C14-HSL. Furthermore, ALI1 protein is localized in the cell periphery. Our findings advance the understanding of interactions between plants and bacteria and provide an avenue to explore desired outcomes such as enhanced stress resistance, which is useful for sustainable crop protection.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-022-01464-3.

## Background

Being in constant vicinity with microorganisms, plants depend on efficient interaction and perception mechanisms between themselves and the surrounding microbiota. The canonical perception of microorganisms by eukaryotes is based on particular structural molecules or proteins. However, plants evolved also means to respond to bacterial quorum-sensing (QS) molecules. QS allows bacterial cells to communicate with each other; this process is based on the production and detection of diverse autoinducer molecules. These molecules enable bacteria to collectively coordinate behavioral changes to regulate cellular processes like biofilm production, genetic exchange, bioluminescence, motility, sporulation, and virulence, all of which are critical for survival, adaptation, and persistence in a changing environment [1, 2]. Gram-negative bacteria generally orchestrate their cellular behavior via the synthesis of *N*-acyl homoserine lactones (AHL) [3–5]. AHL molecules are comprised of two intrinsic moieties: a core *N*-acylated homoserine lactone ring and an amide linked acyl side chain ranging from 4 to 18 carbons, often with the hydrogen substituted by a hydroxyl or ketone group on the third carbon position [6–8]. Besides orchestrating the communication within bacterial populations, increasing evidence suggests that AHL elicit specific responses in the eukaryotic hosts [9]. Mathesius et al. demonstrated the first evidence of specific AHL responses in *Medicago truncatula* using a proteomic approach [10]. *N*-3-oxo-tetradecanoyl-*L*-homoserine lactone (oxo-C14-HSL) from *Ensifer meliloti* (*Sinorhizobium meliloti*) and oxo-C16:1-HSL from *Pseudomonas aeruginosa* induced auxin response and flavonoid synthesis proteins as well as secretion of small compounds that mimic QS signals that may disrupt QS mechanism in associated bacteria.

Considerable research has been conducted on the impact of different AHL on diverse plants, including physiological and transcriptional changes that influence root and shoot growth. Several studies suggested that the effects of AHL on plants are dependent on the acyl-chain length and AHL concentration. Short-chained AHL molecules, such as *N*-hexanoyl-*L*-homoserine lactone (C6-HSL), *N*-3-oxo-hexanoyl-*L*-homoserine lactone (oxo-C6-HSL), and *N*-3-oxo-octanoyl-*L*-homoserine lactone (oxo-C8-HSL), increased root length in Arabidopsis [11, 12], whereas medium-chained AHL, such as *N*-decanoyl-*L*-homoserine lactone (C10-HSL), induced lateral root and root hair formation [13]. However, the root growth-inducing effect of C6-HSL and oxo-C6-HSL was reversed when higher concentrations (> 10 μM) of these AHL were used, as inhibitory effects on root length were observed [14]. The impact of C6-HSL treatment on growth promotion was dependent on auxin signaling processes [12, 15]. AHL-induced augmentation in root length and plant biomass was also observed in wheat, barley, and cucumber [16–18]. Besides, *N*-3-oxo-decanoyl-*L*-homoserine lactone (oxo-C10-HSL) induced adventitious root formation in mung beans (*Vigna radiata*) through enhanced transport of basipetal auxin, ensuing in the accumulation of hydrogen peroxide and nitric oxide [15]. Nonetheless, some studies disputed the role of auxin in AHL-mediated modulation of the plant [13, 14].

In addition to modifying plant growth, AHL can prime plants for enhanced resistance against pathogens. Priming induces a physiological state characterized by faster and more robust defense responses when elicited by stress factors. This phenomenon strengthens the plant’s resistance and tolerance to biotic and abiotic stressors. A recent study presented oxo-C8-HSL-induced priming for enhanced resistance in Arabidopsis against *Pseudomonas syringae* pv. *tomato* (*Pst*) [19]. Former results from our group indicate that long-chain AHL oxo-C14-HSL primes plants for enhanced resistance against biotrophic and hemibiotrophic pathogens [20]. Moreover, AHL priming effects were also observed in crop plants, including barley, wheat, and tomato, attributed to oxo-C14-HSL by *E. meliloti* [21]. C6-HSL-primed wheat seeds induced a transgenerational effect of increased yield and resistance and promoted faster germination and embryo development [16]. Our recent study on complex interactions between the host plant and multiple AHL molecules containing both short-chain and long-chain AHL revealed that combinations of three or more AHL-primed plants for enhanced resistance against *Pst*, indicating enhanced resistance as a significant result of exposure to multiple AHL in Arabidopsis [22]. Furthermore, AHL-primed plants against abiotic stressors. Arabidopsis treated with oxo-C6-HSL showed increased tolerance to high salt concentrations, probably through both ABA-dependent and ABA-independent signaling pathways [23, 24]. Hydrophilic AHL treatment improved plant stress tolerance through tissue and compound-specific modification of the activity of several antioxidants and detoxifying enzymes [25]. A nanocomposite fertilizer using *N*-butanoyl-*L*-homoserine lactone (C4-HSL) coupled with magnetic carbon nanofibers induced growth, tolerance to oxidative and high salinity levels, and enhanced resistance to the fungal pathogen *Fusarium oxysporum* in chickpeas (*Cicer arientinum*) [26].

These findings suggest that plants respond specifically to different AHL molecules, implying specific perception mechanisms. Various components were identified to play a critical role in AHL-mediated responses in plants. C4-HSL-induced transient and instantaneous Ca^2+^ spiking in Arabidopsis root cells [27]. The transcription factor AtMYB44 and the Arabidopsis growth and development-related protein calmodulin (AtCaM) are required for oxo-C6-HSL-induced root elongation in Arabidopsis [28, 29]. Liu et al. suggested that the G-protein-coupled receptor GCR1 and the canonical Gα subunit GPA1 are required for oxo-C6-HSL and oxo-C8-HSL-mediated root elongation effects in Arabidopsis [30]. Different studies have verified that short-chain AHL molecules are readily taken up by roots and transported to shoots, while long-chain AHL molecules are not systemically transported, most probably due to their lipophilic nature [12, 31, 32]. Although these studies decipher plant components integral for AHL response, no studies have been conducted to decode AHL-interacting proteins in plants.

In this study, we investigated one of such components, a membrane-associated protein required for oxo-C14-HSL-mediated enhanced resistance in plants. We propose that the Arabidopsis protein *A*H*L*-Pr*i*ming Protein *1* (ALI1), previously named AtGALK2 (galactokinase 2) and currently renamed and re-annotated as AtGlcAK2 (glucuronokinase 2), is an integral component of oxo-C14-HSL-mediated AHL priming.

## Results

### Principal mechanism of AHL-induced priming is missing in ali1

To identify plant factors required for efficient AHL priming, we focused on the gene encoded by the *At5g14470* locus since this gene was identified in previous AHL-priming-related studies (data not shown). The *At5g14470* locus encodes a putative kinase from the GHMP kinase family, recently named AtGlcAK2 or glucuronokinase 2 and formerly known as AtGALK2 or galactokinase 2. However, because of unclarities in the current annotation and its primary function prediction, we propose to rename it to *A*H*L*-Pr*i*ming Protein *1* (ALI1).

In a first step, to verify if oxo-C14-HSL influences the expression of *AtGlcAK2*/*ALI1*, quantitative PCR analysis was carried out with wild-type Col-0 seedlings that were pretreated with 6 µM oxo-C14-HSL for 3 days and subsequently elicited with 100 nM flg22. The results revealed that pretreatment with oxo-C14-HSL had no impact on the expression of *At5g14470* locus encoded gene, when compared to the control (acetone)-treated Col*-*0 plants. However, 2 h after flg22 elicitation, we could observe a twofold increase in *AtGlcAK2/ALI1* expression level in the Col*-*0 plants, irrespective of the pretreatment. Furthermore, the enhanced expression of *AtGlcAK2/ALI1* in Col*-*0 due to flg22 challenge appears to be transient since the expression level returned to the basal level 24 h after flg22 challenge, irrespective of the pretreatment (Additional file 2: Fig. S1)*.* This suggests that AtGlcAK2/ALI1 might play a role in the early response to bacteria.

To further corroborate the role of AtGlcAK2/ALI1 during AHL priming, we used a mutant line with a T-DNA insertion in *At5g14470* locus, along with wild-type Col-0. The segregating line N560407 was obtained from Salk Institute and propagated, and a non-segregating line (*ali1*) was characterized in a PCR approach (Additional file 2: Fig. S2). We performed quantitative PCR and western blot-based kinase assays to verify whether AHL priming depends on the presence of functional AtGlcAK2/ALI1 in Arabidopsis [20]. Higher expression of *TLP5* and *DFR* genes, usually observed upon AHL priming [33], was missing in the *ali1* mutant (Fig. 1a). Furthermore, both Col-0 and the *ali1* mutant responded to the flg22 challenge and activated MPK6 transiently. In control Col-0 plants, the phosphorylation on the MPK6 activation loop was detectable 30 min after challenge with 100 nM flg22, but the phosphorylation level declined 60 min post-challenge. No phosphorylation of the activation loop was observed 120 min after the flg22 challenge. On the contrary, oxo-C14-HSL-pretreated plants exhibited enhanced and prolonged activation of MPK6 since the pTEpY epitope was observed until 120 min after the flg22 challenge (Fig. 1b and Additional file 2: Table S1). In *ali1* mutant pretreated with either acetone or oxo-C14-HSL, the pattern of MPK6 phosphorylation was identical to control Col-0 plants (Fig. 1b and Additional file 2: Table S1). These results indicate that the AtGlcAK2/ALI1 is required for the oxo-C14-HSL-mediated enhanced and prolonged activation of MPK6 in response to the flg22 challenge in AHL-primed plants.

**Fig. 1.**
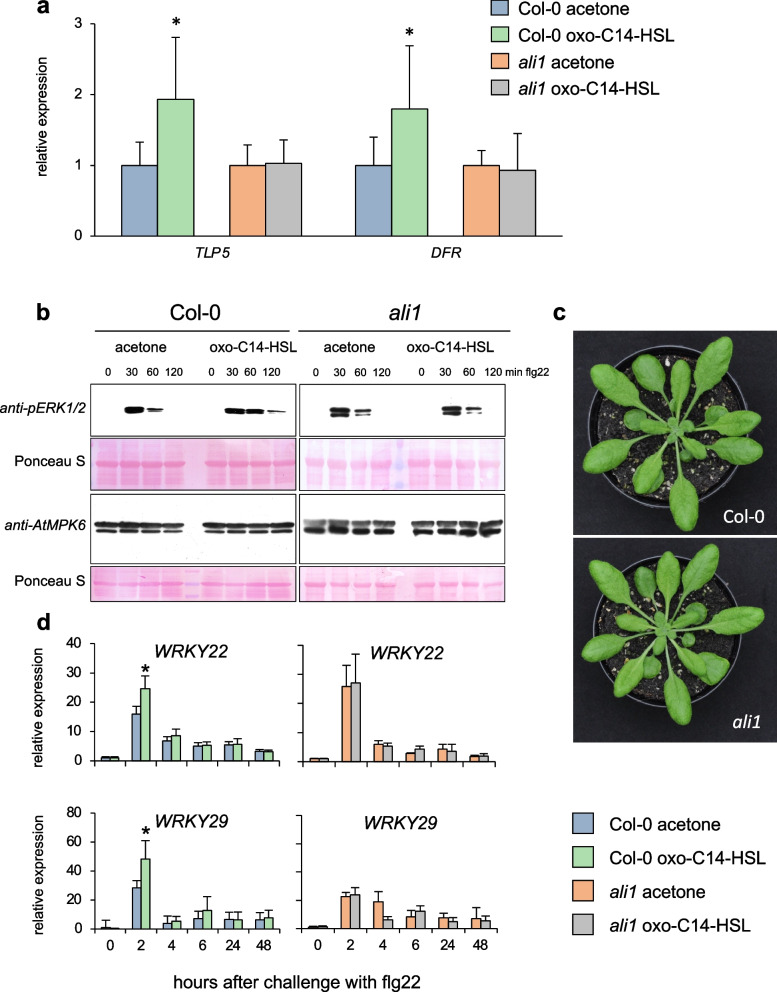
Principal mechanism of AHL-induced priming is missing in *ali1*. **a** Expression analysis of two AHL-priming marker genes (*TLP5* and *DFR*) in Col-0 and *ali1* 72 h after priming with 6 µM oxo-C14-HSL. The abundance of each gene transcript was normalized with the Ubiquitin ligase (*At5g25760*) transcript and acetone control. The bar represents mean and error bars represent SD from eight independent biological repetitions from three experimental replicates. **b** Phosphorylation pattern of the AtMPK6 in response to flg22 challenge in Col-0 and *ali1*, pretreated with 6 µM oxo-C14-HSL or acetone (control). Western blot analysis was performed in three independent experiments, representative blots are shown. **c** Representative images of Col*-*0 wild-type and the *ali1* mutant. **d** The expression profile of defense-related genes *WRKY22* and *WRKY29* was monitored at various time points after 100 nM flg22 challenge in Col-0 and *ali1* mutant. The abundance of each gene transcript was normalized with the *Ubiquitin ligase* (*At5g25760*) transcript and 0 hpt (hours post treatment) levels. Error bars represent SD from four independent biological repetitions. Experiments were carried out three times with similar results. In **a** and **d**, data are presented as mean ± SD. * *P* ≤ 0.05 (Student’s *t* test), individual data values for **a** and **d** in Additional File 1

To determine whether AHL priming reflected by enhanced upregulation of defense-related genes after a challenge [20, 34, 35] is influenced by the absence of *ALI1*, we assessed genes’ expression using a qPCR approach. Analysis of *WRKY22* and *WRKY29* expression in Col-0 and *ali1* revealed that the seedlings could perceive 100 nM flg22 and elicit a response (Fig. 1d). However, the comparison between Col-0 and *ali1* revealed higher transcript abundance in oxo-C14-HSL-pretreated Col-0 seedlings. This difference was missing in the *ali1* mutant. Additional expression profiles of *GST6* and *Hsp70* revealed similar results (Additional file 2: Fig. S3). 

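For the transcriptome experiment, 2-week-old seedlings labelled Col-0 or *ali1* received acetone, the solvent, or oxo-C14-HSL (6 µM) as a pretreatment of 3 days, and all were then challenged with 100 nM flg22 for 2 h. The 4 groups held 3 libraries each, 12 in all, sequenced as 100 bp single-end reads. The authors aligned the reads with RNAStar, assembled and merged transcripts with cufflinks and cuffmerge, and compared oxo-C14-HSL with acetone by a separate cuffdiff run in each genotype. The processed data are therefore 2 comparison tables of 36101 loci, each with 1 FPKM value per group (fragments per kilobase of transcript, scaled to library size), a log2 fold change, a p-value and a q-value. They hold no value per library, so no spread between replicates can be given and no library could be left out. Levels set side by side across genotypes come from separate runs. Of the 37928 gene names in the tables, 37892 matched a gene of the reference annotation used here, and 34234 of 34385 nuclear loci with 1 matched gene hold that whole gene at its reference position. The depth of the libraries is not given in the sources used here. Estimated from the spacing of the FPKM values of the lowest loci, it was 1.06 times that of the Col-0 acetone group in the other group labelled Col-0, and 1.02 and 1.03 times in the acetone and oxo-C14-HSL groups labelled *ali1*. These ratios are approximate.
The targeted gene was looked at first as a check of the labels. *ALI1* (*At5g14470*) lies on chromosome 5 from 4662775 to 4664681, on the minus strand, with 6 exons. According to the authors' deposited table, its FPKM was 15.0 after acetone and 11.1 after oxo-C14-HSL in the libraries labelled Col-0 (log2 fold change −0.44, q = 0.0193). This fall differs from the paper's qPCR, which found no effect of the pretreatment on *ALI1* in Col-0, also 2 h after flg22. For the libraries labelled *ali1* the authors' deposited table gives 27.4 and 30.1 (log2 fold change 0.14, q = 0.981). The mean level in the libraries labelled Col-0 was 45.2% of that in the libraries labelled *ali1*, which goes against the labels for a line with a T-DNA insertion in this gene. Groups are therefore named by their labels throughout. The primers around the insertion (Table S2) matched exon 6 from 4663209 to 4663229 and the intron between exons 1 and 2 from 4664303 to 4664324, and 50.2% of the exonic bases lie outside that interval, so reads from a disrupted gene can also count towards its value.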

To comprehensively investigate whether the *ali1* mutant responds to oxo-C14-HSL, we carried out an additional whole transcriptome analysis. Using an RNA sequencing approach, we examined differences in gene expression of plants challenged with 100 nM flg22 after priming with 6 µM oxo-C14-HSL using an RNA sequencing approach. Differentially expressed genes were set as showing a log_2_ fold change of 1 or more and a moderate *p* < 0.05 (Additional file 3, 4, 5 and 6: Datasets S1-S4). Comparison between control and oxo-C14-HSL-pretreated Col-0 seedlings challenged with 100 nM flg22 revealed upregulation of 441 (Additional file 3: Dataset S1) and downregulation of 28 genes (Additional file 4: Dataset S2). 

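Of the 36101 loci, 18880 were tested in the comparison labelled Col-0, and the other 17221 had too few reads for cuffdiff's test. By the q-value in the authors' deposited table (below 0.05, Fig. 2) and an absolute log2 fold change of at least 1, 444 loci were higher and 30 lower after oxo-C14-HSL, so that 93.7% of them were higher. Among these, 441 and 28 had a finite fold change. The others were listed at 0 in 1 group: *PDF2.5*, *AGP40* and a locus holding *MIR8176* after acetone, and *AT1G09813* and *AT3G16712* after oxo-C14-HSL, named here after their values were seen. With the p-value in place of the q-value, the counts were 552 and 42. Without a minimum fold change, 1602 loci were higher and 809 lower at the same q-value threshold. Most of the loci called up were expressed at a low level, with a median of 1.23 FPKM against 10.3 FPKM for all tested loci, and 135 of them were below 1 FPKM in both groups.
The fold change in the libraries labelled Col-0 depended on the expression level. The median log2 fold change was 0.40 in the eighth of tested loci with the lowest mean FPKM and −0.095 in that with the highest (Spearman's rho of −0.398 across loci, which are not independent replicates). After the running median over mean FPKM was taken off and p was recomputed with the same standard error, an alternative chosen after the data were seen, 168 loci were called up and 91 down, or 64.9% up. The alternatives that moved the counts most were the fold thresholds, with 38 loci up and 3 down at an absolute log2 fold change of at least 2. A pseudocount of 1 added to both FPKM values left 64 up and 11 down.
Among called loci with a finite value, the largest rise in the authors' deposited table was at a locus on chromosome 4. It holds *U6.5* and *AT4G08735*, with a log2 fold change of 7.74 and q = 0.00109. The next called loci in the authors' deposited table were *AT1G26240* (5.84), *AT2G25980* (4.02), *AT2G04460* (3.90) and *AT1G26390* (3.52). The largest falls of called loci with a finite value in the authors' deposited table were at the locus of *AT2G46567* and *AT2G46572* (−6.73), *MC9* (−1.44), *MYB27* (−1.39), *BGAL7* (−1.38) and *AT1G54050* (−1.31).

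**Figure D1:**
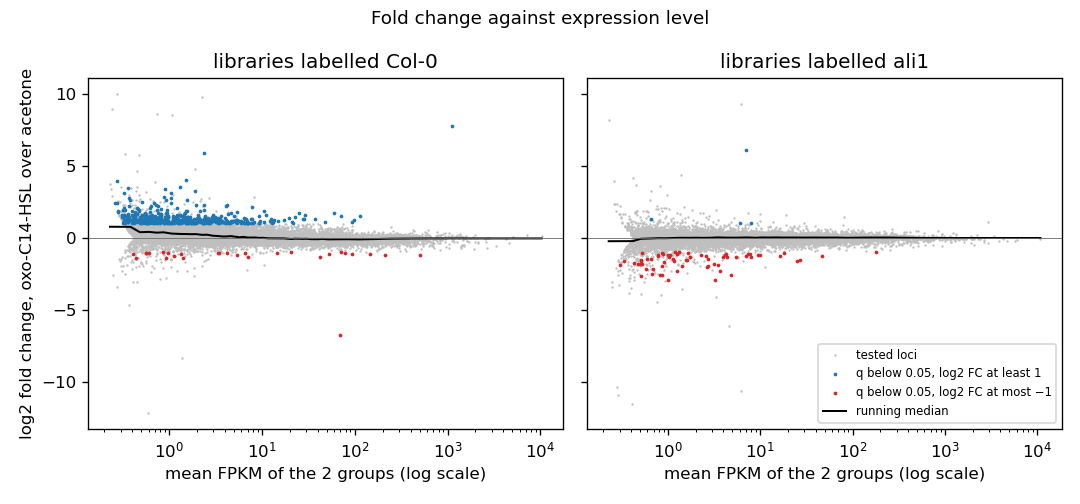
Log2 fold change of oxo-C14-HSL over acetone against the mean FPKM of both groups (log scale) for each tested locus, with loci called up in blue, loci called down in red and the running median as a line. The running median falls with expression level in the libraries labelled Col-0 (Spearman's rho −0.398) and stays near 0 in those labelled *ali1* (0.0363).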

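In the comparison labelled *ali1*, 18703 of the 36101 loci were tested, 17354 had too few reads and 44 were left untested by cuffdiff for their high number of fragments. At the same thresholds on the authors' deposited table, 4 loci were called up and 66 down after oxo-C14-HSL. Without a minimum fold change, 432 loci had a q-value below 0.05, of which 104 were higher and 328 lower. The p-value in place of the q-value gave 21 loci up and 134 down, the largest relative change in the upward count apart from a lower fold threshold. The loci called down had a median of 1.38 FPKM. Fold changes showed little relation to expression level here, with a median of −0.059 in the lowest eighth and 0.0044 in the highest (Spearman's rho of 0.0363). The median standard error of a log2 fold change, derived from the p-value, was 0.149 in both comparisons, so that the smaller number of calls did not come with a wider error.
The 4 loci called up in the authors' deposited table were one holding *MIR3440b* and *AT3G18145* (log2 fold change 6.09), *BGLU1* (1.29), *ACS11* (1.04) and *AT2G39430* (1.01). The largest falls of called loci in the authors' deposited table were those of *AT3G16670* (−2.96), *GASA5* (−2.91), *AT2G41810* (−2.63), *HRGP1* (−2.61) and *AT5G60530* (−2.59).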

A similar comparison between control and oxo-C14-HSL-pretreated *ali1* revealed upregulation of four (Additional file 5: Dataset S3) and downregulation of 66 genes (Additional file 6: Dataset S4) (Fig. 2). Gene Ontology (GO) analysis of Col-0 genes differentially expressed between oxo-C14-HSL-pretreated and control plants, 2 h after the challenge with flg22 showed enrichment of several terms. These are associated with mRNA transcription, movement of cellular components, systemic acquired resistance, cell wall organization, auxin-activated signaling pathway, and cellular response (Fig. 2b). 

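Lists of genes for the functions named here were written before the comparison tables were examined, but after the paper's own lists of called genes had been read. Their members could have been shaped by those calls, so neither their shifts nor their enrichment among called loci is an independent test. Each gene list was compared with 10000 random lists of the same size and mean FPKM. In the libraries labelled Col-0, the median log2 fold change after oxo-C14-HSL was 0.71 for 48 auxin response and transport genes, 0.53 for 40 cell wall remodelling genes and 0.90 for 36 genes of microtubule movement and cell division, each at percentile 100. For 27 genes of systemic acquired resistance it was 0.11, at percentile 97.9, and 15 of them were above 0. This last list was the only one of these 4 to come within the random lists, most clearly after the running median over mean FPKM was taken off (0.034, percentile 73.4).
Among the loci called up, Fisher's exact test (one-sided, against the 18834 loci with a finite fold change, Benjamini-Hochberg over 44 tests) gave 12 of 48 auxin genes (adjusted p = 1.12e-08), 7 of 40 cell wall genes (adjusted p = 2.58e-04), 9 of 36 microtubule and cell division genes (adjusted p = 1.15e-06) and 4 of 27 genes of systemic acquired resistance (adjusted p = 0.0187). The largest rises among auxin genes in the authors' deposited table were those of *EIR1* (3.43), *SAUR20* (1.44) and *LAX2* (1.38). For the cell wall list the authors' deposited table gives *XTH20* (2.30), *XTH19* (2.19) and *EXPA15* (1.53), and for microtubules and cell division *ATK1* (1.60), *AT3G11520* (1.44) and *AT4G37490* (1.40). The called genes of systemic acquired resistance with the largest changes in the authors' deposited table were *PBS3* (2.28), *GLIP1* (1.78) and *WRKY70* (1.28).
Of 463 process terms taken from the notes of the reference annotation, 5 were enriched among the loci called up by the same test, adjusted over all process terms. By Fisher's exact test they were lipid transport (14 of 57 loci, adjusted p = 6.90e-08), transmembrane receptor protein tyrosine kinase signaling (15 of 102, adjusted p = 1.38e-05), microtubule-based movement (7 of 42, adjusted p = 0.0226), cellular glucan metabolic process (4 of 11, adjusted p = 0.0265) and plant-type cell wall organization (4 of 13, adjusted p = 0.0424). For auxin and systemic acquired resistance the terms did not show the enrichment of the lists: 0 of 50 loci of response to auxin stimulus, 0 of 8 of the auxin mediated signaling pathway and 0 of 9 of systemic acquired resistance were called up, as were 2 of 246 of defense response (adjusted p = 1 for each, Fisher's exact test). These notes name a process for 11096 genes and are less complete than a full Gene Ontology listing. Where a note gives only a number of processes, no term was assigned. A count of 0 for a term therefore does not show that none of the genes of that process was called.

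**Figure D2:**
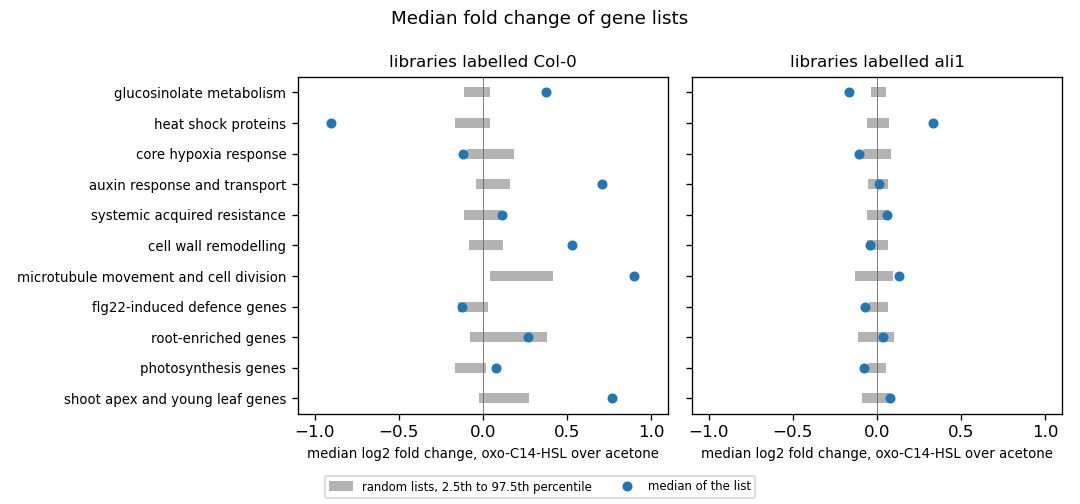
Median log2 fold change of oxo-C14-HSL over acetone for each gene list (points), with the central range of 10000 random lists of the same size and mean FPKM (grey bars). In the libraries labelled Col-0 the glucosinolate, auxin, systemic acquired resistance, cell wall, microtubule, photosynthesis and shoot apex lists lie above that range and the heat shock and hypoxia lists below it. For those labelled *ali1* the heat shock and microtubule lists lie above it and the glucosinolate, hypoxia, defence and photosynthesis lists below it.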

The differentially downregulated genes showed enrichment for GO terms associated with abiotic stimulus related to decreased oxygen levels, temperature, salt, osmotic and oxidative stress in the case of Col-0 (Fig. 2b), and glucosinolate metabolism in the case of *ali1*. 

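For the genes that fell in the libraries labelled Col-0, all 23 tested heat shock protein genes were lower after oxo-C14-HSL, with a median log2 fold change of −0.90 at percentile 0 of the random lists. Of these, 9 were called down (adjusted p = 2.99e-19, Fisher's exact test). In the authors' deposited table the called members with the largest falls were *AT1G54050* (−1.31), *Hsp70b* (−1.30) and *HSP17.6A* (−1.22). Among process terms only response to heat was enriched among the loci called down, with 3 of 55 loci (adjusted p = 0.0265, Fisher's exact test). None of the tested loci was called down for response to hypoxia (0 of 6), salt stress (0 of 227), osmotic stress (0 of 24) or oxidative stress (0 of 124). A list of 23 core hypoxia response genes had a median of −0.12 at percentile 0.940, and 0 of them were called down.
Under the *ali1* label, 50 tested genes of glucosinolate metabolism had a median of −0.17 at percentile 0, with 14 above 0. The called members were *NSP3* (−1.34), *CYP81F3* (−1.23) and *IMS2* (−1.14) in the authors' deposited table, or 3 of 50 genes (adjusted p = 0.00462, Fisher's exact test). Of the process terms, 1 of 7 loci of glucosinolate catabolic process and 0 of 9 of glucosinolate biosynthetic process were called down (adjusted p = 1 for each, Fisher's exact test). With a pseudocount of 1, 0 of 50 were called, and without a minimum fold change 12 of 50 (adjusted p = 4.18e-10, Fisher's exact test). The same list had a median of 0.38 at percentile 100 in the libraries labelled Col-0.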

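A list of 31 defence genes that flg22 induces had a median log2 fold change after oxo-C14-HSL of −0.13 in the libraries labelled Col-0 (percentile 7.30 of random lists of the same size and mean FPKM) and of −0.073 in those labelled *ali1* (percentile 0.325). Under the Col-0 label, 12 of the 31 were above 0 and 1, *CYP71A12*, was called up. The FPKM of *CYP71A12* in the authors' deposited table went from 2.97 to 12.7 in the libraries labelled Col-0, and its log2 fold change in those labelled *ali1* was −1.28.
Whether a response differed between the genotypes was tested directly, by a two-sided z test of the difference between the log2 fold changes with standard errors derived from the p-values and Benjamini-Hochberg adjustment over 18414 loci. At an adjusted p below 0.05 and an absolute difference of at least 1, 481 loci had a higher fold change in the libraries labelled Col-0 and 59 a lower one. With standard errors from the deposited test statistic in place of the p-value, the counts were 107 and 22. Of the 396 loci called up in the libraries labelled Col-0 that could be tested, 251 had such a difference, and of 394 loci called in the libraries labelled Col-0 alone, 240 did. Within the defence list the difference was called higher for 3 genes and lower for 1, and among 26 tested genes of systemic acquired resistance it was called higher for 2. As the level of *ALI1* went against the labels, the direction of these differences rests on the labels. The paper, which describes a rise of defence-related genes as typical of AHL-primed plants, proposes that this rise depends on *ALI1*.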

Taken together, the upregulation of defense-related genes, a typical phenomenon in AHL-primed plants, seems to depend on the presence of AtGlcAK2/ALI1.

**Fig. 2.**
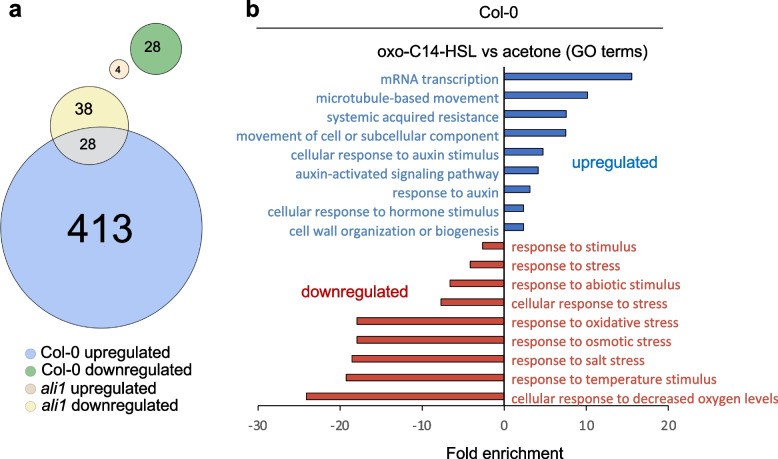
AHL priming causes differential expression of only few genes in *ali1* mutant. **a** Euler diagram of differentially expressed genes after pretreatment with 6 µM oxo-C14-HSL and challenge with 100 nM flg22 for 2 h. The upregulated and downregulated genes from Col-0 are shown in blue and green, respectively, whereas the upregulated and downregulated genes from *ali1* are shown in light brown and yellow, respectively*.* **b** The bar plot indicates significantly enriched GO terms of *Arabidopsis* genes differentially expressed upon oxo-C14-HSL pretreatment and following flg22 challenge, upregulated are shown in blue and downregulated genes in red. In **a**, differentially expressed genes were calculated based on *q*-value < 0.05 and fold change > 2 from three independent replicates

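Over the 18444 loci tested in both comparisons, 29 were called up in the libraries labelled Col-0 and down in those labelled *ali1*. By chance, without regard to expression level, 1.33 would be shared (p = 3.49e-32, Fisher's exact test, two-sided). Random sets with the mean FPKM of the loci called down in the latter shared a median of 3 loci, and at most 12. No locus was shared by any other pair of directions. The comparisons have no library in common. Of the 396 loci called up in the libraries labelled Col-0 and tested in those labelled *ali1*, 65.2% were lower after oxo-C14-HSL in the latter, against 47.5% of all loci. Of the 62 called down in the libraries labelled *ali1*, 82.3% were higher in those labelled Col-0, against 49.3% of all loci. The shares of all loci were not matched on mean FPKM. At a minimum fold change of 1.5 the shared loci numbered 73, the alternative that moved the overlap most upwards, and with a pseudocount of 1 they numbered 8.
The largest differences between the genotypes among the shared loci, in log2 fold change, were those of *AT2G25980* (6.06), *AT3G16670* (5.26), *BGLU21* (5.18), *LEP* (4.94) and *AT5G01870* (4.80). The median level of the 29 loci was 0.941 FPKM in the libraries labelled Col-0 and 1.27 FPKM in those labelled *ali1*. Across 18414 loci the fold changes of both comparisons had a Pearson's r of −0.0757 and a Spearman's rho of 0.0557, and loci are not independent replicates.

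**Figure D3:**
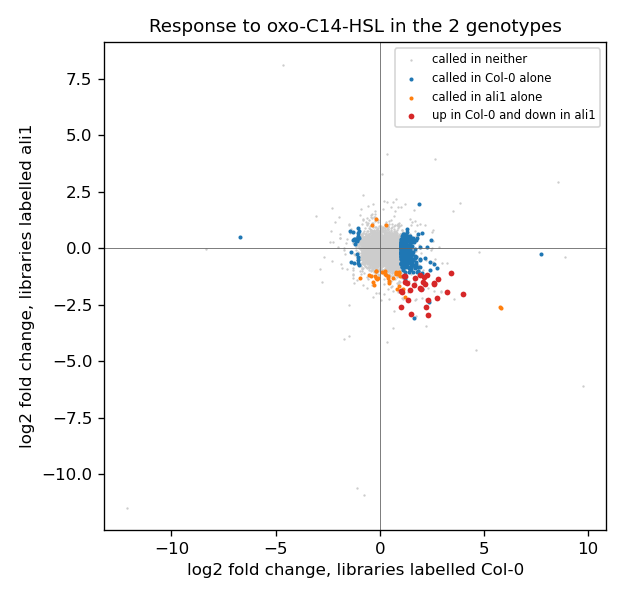
Log2 fold change of oxo-C14-HSL over acetone in the libraries labelled Col-0 (x axis) and *ali1* (y axis) for each locus tested in both, coloured by where it was called. The 29 loci in red are called up in the former and down in the latter.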

To assess whether the absence of the *AtGlcAK2*/*ALI1* gene impacts on the oxo-C14-HSL-priming for enhanced resistance, we performed two different *Pseudomonas syringae* pathovar *tomato* (*Pst*)-based pathogen assays. The first assay was performed using the AHL molecule under sterile conditions. *Pst* proliferated on *Arabidopsis* leaves from c. 10^4^ colony-forming units (CFU) mg^−1^ FW leaf (2 h after inoculation) to about 10^7^ CFU mg^−1^ FW leaf (96 h after the inoculation) (Fig. 3a). However, we observed a reduction in the bacterial CFU number, 96 h after *Pst* inoculation in Col-0 seedlings that were grown on oxo-C14-HSL-supplemented media when compared to control plants. In contrast to the wild type, no enhanced resistance was observed in the *ali1* mutant (Fig. 3a). We performed a similar assay using the oxo-C14-HSL-producing bacterium *Ensifer meliloti expR* + [21]. In a glasshouse experiment, plants were inoculated three times over 3 weeks with either 10 mM MgCl_2_ (control), the *E.* *meliloti attM* strain unable to accumulate the oxo-C14-HSL molecule (bacterial control), or the *E.* *meliloti expR* + strain. Leaves of Col*-*0 and *ali1* were infiltrated with *Pst* suspension of 2 × 10^7^ CFU ml^−1^ and the presence of *Pst* was monitored for 96 h. A significant reduction of the bacterial count was observed only in leaves of Col*-*0 plants, pretreated with the *E. meliloti expR* + strain (Fig. 3b). This indicates that the AHL priming for enhanced resistance with oxo-C14-HSL is lost in plants when the *AtGlcAK2/ALI1* gene is nonfunctional.

**Fig. 3.**
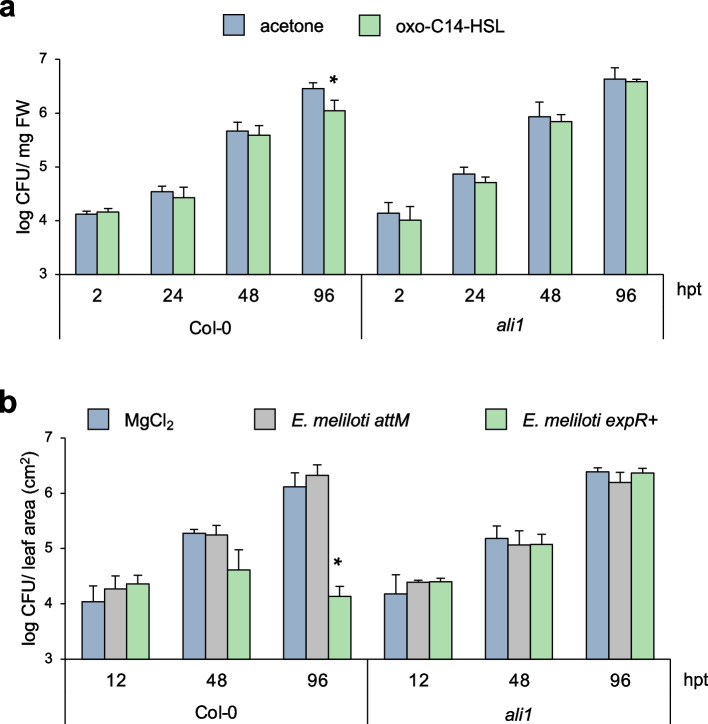
Oxo-C14-HSL-induced resistance in Arabidopsis against *Pst* requires the presence of ALI1. **a** Pathogenicity assays with *Pseudomonas syringae* pathovar *tomato* (*Pst*) on wild-type Col*-*0 and *ali1* mutant plants grown for 3 weeks on ½-strength MS containing acetone or 6 µM oxo-C14-HSL and then challenged with *Pst.* The bar represents the mean and error bar represents SD of three replicates. Experiments were performed three times with similar results. **b** Pathogenicity assays with *Pst* on wild-type Col-0 and *ali1* mutant grown on soil, pretreated three times with 10 mM MgCl_2_ (control), *Ensifer meliloti attM* or *E*. *meliloti expR* + and then infiltrated with *Pst*. The bar represents the mean and error bar represents SD of four replicates. Experiments were carried out three times with similar results. In **a** and **b**, data are presented as mean ± SD. * *P* ≤ 0.05 (Student’s *t* test), individual data values for **a** and **b** in Additional File 1

### YFP-ALI1 is associated with the plasma membrane, tonoplast, and endoplasmic reticulum

Thereupon, we examined the cellular localization of AtGlcAK2/ALI1. To this end, leaves of 4-week-old tobacco (*Nicotiana benthamiana*) were infiltrated with a mixture *of Agrobacterium tumefaciens* GV3101 carrying a plasmid with sequences of *YFP*-tagged *AtGlcAK2/ALI1* and LBA4404 carrying a plasmid with mCherry-tagged gene sequences of proteins that localizes at diverse subcellular locations (Additional file 2: Table S3) [36]. The results revealed that the YFP-ALI1 fusion protein colocalized with the plasma membrane, endoplasmic reticulum (ER), and partially with the tonoplast (Fig. 4**)** and not with other subcellular organelles including Golgi, nucleolus, plastids, and peroxisome (Additional file 2: Fig. S4) and cell wall as indicated after the plasmolysis (Additional file 2: Fig. S5). Interestingly, we observed no translocation of the YFP-ALI1 fusion protein after an oxo-C14-HSL treatment (Fig. 4).

**Fig. 4.**
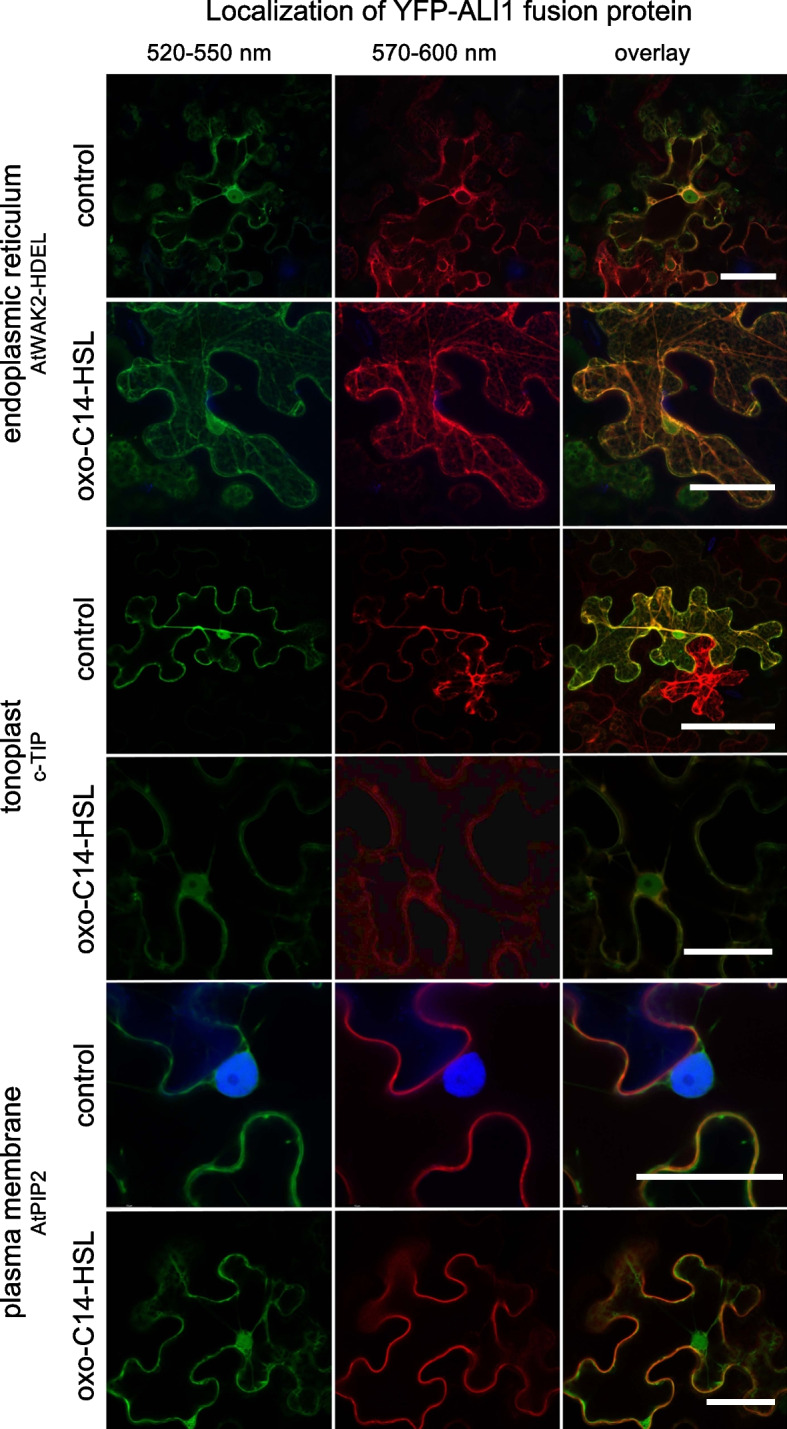
ALI1 protein is localized at the cell’s periphery in PM, ER, and tonoplast and does not translocate after oxo-C14-HSL treatment. Confocal images displaying the subcellular localization of YFP-tagged ALI1 before and after oxo-C14-HSL treatment when transiently expressed in cells of *N.* *benthamiana* leaves. Plasmids carrying YFP-tagged ALI1 version and mCherry-marked proteins localizing in ER (AtWAK2-HEDL), tonoplast (c-TIP), or plasma membrane (AtPIP2) were co-transformed to *N. benthamiana* leaf epidermal cells by *Agrobacterium*-infiltration, and further re-infiltrated after 24 h at the same co-transformed spots of a leaf with 6 µM oxo-C14-HSL. The left panel shows in green, fluorescence of YFP-tagged ALI1, whereas the middle panel shows in red, fluorescence of differently localized mCherry-marked proteins (Additional file 2: Table S3). The right panel shows corresponding merged images, and yellow color indicates colocalization. Scale bar = 40 μm

### ALI1 has a strong affinity to the bacterial quorum-sensing molecule, oxo-C14-HSL

In order to assess if bacterial quorum-sensing molecules interact with plant protein(s), we took advantage of the biotinylated derivative of the *N*-3-oxo-tetradecanoyl-*L*-homoserine lactone (oxo-C14-HSL) molecule, M4 [37]. We sought to verify the interaction between oxo-C14-HSL and AtGlcAK2/ALI1 using the fusion 6xHis-ALI1 protein and M4. 6xHis-ALI1 protein was retained on beads bound to M4 but not on beads exposed to the biotin control, suggesting positive interaction between the ALI1 and M4 (Fig. 5a). A 6xHis-tagged Salmonella Plasmid Virulence C (SpvC) protein, a virulence protein in *Salmonella enterica*, was used as a negative control to verify that M4 does not bind to the 6xHis-tag. Modeling the predicted interaction between AtGlcAK2/ALI1 and oxo-C14-HSL revealed that the ligand could interact with the central groove of the protein (Fig. 5b,c and Additional file 2: Fig. S6).

**Fig. 5.**
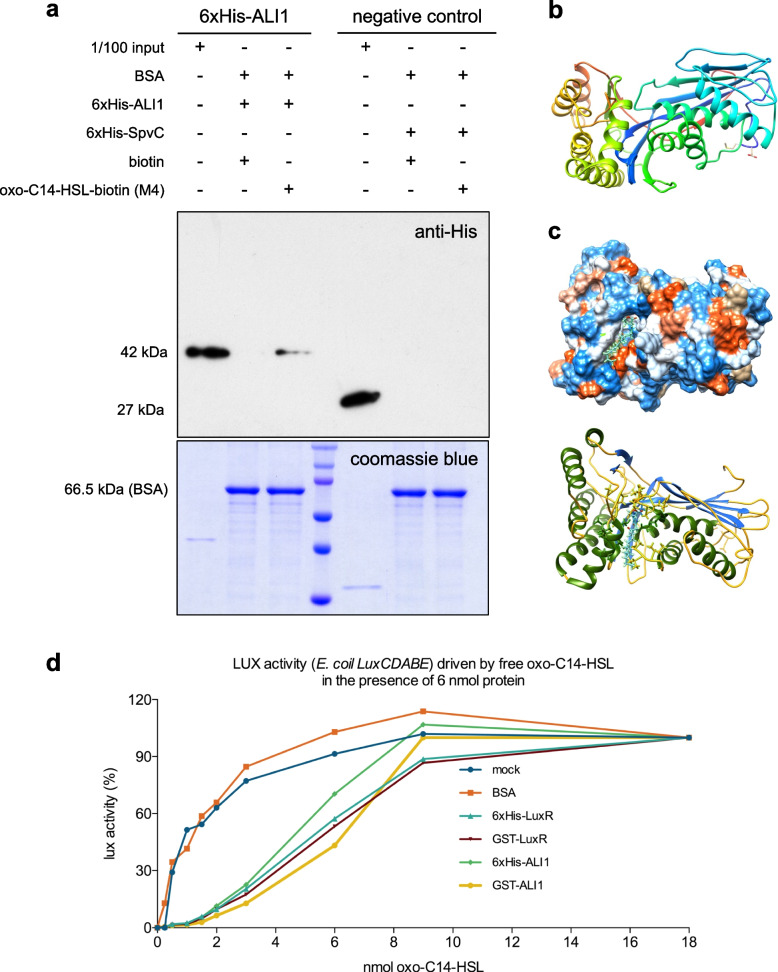
ALI1 interacts with oxo-C14-HSL. **a** Pull-down analysis between the His-tagged ALI1 and oxo-C14-HSL (M4) and detection of retained ALI1 on beads bound to M4 but not on beads bound to biotin. The upper panel presents a western blot, in which either 1/100 of the input proteins (6xHis-ALI1 or 6xHis-SpvC, as negative control) or proteins resulting from a pull-down were separated, blotted, and probed with anti-His antibody. The pull-down setup is indicated above the panel. Pull-down analysis was performed in three independent experiments. A representative blot from those independent experiments is shown. The lower panel presents loading control for the pull-down setup, and input shows 1/100 of the protein amount used for the pull-down. **b** The tertiary structure of ALI1 protein. (Predicted structure of ALI1 with threading or fold recognition model after docking simulations with oxo-C14-HSL). **c** Protein threading or fold recognition predicted model of ALI1 with docked oxo-C14-HSL ligand, simulated in the online docking webserver SwissDock. **d** Luminescence activity assay indicating the binding of oxo-C14-HSL to ALI1. The binding capacity was assessed by determining the concentration of free oxo-C14-HSL using the *E. coil LuxCDABE* reporter strain after an overnight incubation with 6 nmol ALI1 or LuxR (positive control) and BSA (negative control) with different amounts of oxo-C14-HSL, as indicated. The individual data values for **d** in Additional File 1

To further assess the potential interaction between AtGlcAK2/ALI1 and oxo-C14-HSL, we performed a microscale thermophoresis (MST) assay. The combined dose–response curve from both experimental replicates indicated no interaction between ALI1 and oxo-C14-HSL in the analyzed ligand concentration range and under the applied experimental conditions (Additional file 2: Fig. S7a). One of the reasons for the low chances of observing a binding event could be the distant location of the dye in respect to the protein–ligand binding site. Therefore, we also examined the influence of oxo-C14-HSL on the thermal stability of AtGlcAK2/ALI1 protein by characterizing its thermal stability and unfolding profile utilizing a nano-differential scanning fluorimetry (nanoDSF) assay. For 6xHis-ALI1, two clear unfolding transitions at 50.88 °C (inflection point #1) and 66.51 °C (inflection point # 2) were observed while for 6xHis-SpvC, one clear unfolding transition at 43.99 °C (inflection point #1) was observed (Additional file 2: Fig. S7b). The presence of oxo-C14-HSL led to a shift of − 1.91 °C (∆ IP #1 column) and − 0.88 °C (∆ IP #2 column) in 6xHis-ALI1 and − 0.80 °C (∆ IP #1 column) in 6xHis-SpvC (Additional file 2: Fig. S7b). Since both proteins (6xHis-ALI1 and 6xHis-SpvC) showed comparable thermal shifts, we concluded that this was probably an artifact. However, thermal shift assays can be biased by unspecific effects such as a change in ionic strength, impurities that increase with increasing ligand concentration, or other unspecific binding events. Both proteins were shown to be destabilized by a ligand molecule implying that interaction between ALI1 and oxo-C14-HSL was not observed under the applied experimental conditions, which led us to an indirect method.

The concentration of free oxo-C14-HSL was monitored in the presence of both 6 nmol 6xHis-ALI1 or 6 nmol 6xHis-LuxR (used as a positive control) and BSA (used as a negative control). Proteins were incubated overnight with different concentrations of oxo-C14-HSL, and the presence of free molecules was monitored using the reporter *E. coli* strain (*E. coli LuxCDABE*). As revealed, mock and BSA variants induced about 80 to 100% of the possible lux activity (light production capacity) in the reporter *E. coli* strain in the presence of 3 nmol oxo-C14-HSL, indicating that the molecule is freely available. Moreover, 3 nmol oxo-C14-HSL seemed to be sufficient to fully induce the *LuxCDABE* operon. In comparison, the presence of 6 nmol 6xHis-LuxR from *E. meliloti* or 6 nmol of 6xHis-ALI1 from *Arabidopsis* in the system inhibited the induction of the *LuxCDABE* operon significantly. This inhibition was observable until the 9 nmol oxo-C14-HSL variant. In the presence of 6 nmol oxo-C14-HSL (equimolar amount), 50% of the possible *LuxCDABE*-originated luminescence was observed. We concluded, therefore, that LuxR (the native oxo-C14-HSL receptor from *E. meliloti*) and AtGlcAK2/ALI1 are equivalently able to sequestrate oxo-C14-HSL molecule from the solution (Fig. 5d).

### AHL-induced priming is restored in complemented ali1 and ALI1-dependent phenotypes are oxo-C14-HSL specific

In order to assess if the reintroduction of the *AtGlcAK2/ALI1* gene restores oxo-C14-HSL-dependent phenotypes, we performed gene expression analysis and *Pst* assay using homozygous *ali1* lines expressing Myc-tagged ALI1 under the *35S* promoter (*35S::10xMyc-ALI1*); line #10–2 and #10–19 together with an outcrossed line #10–3 (used as a negative control) (Additional file 2: Fig. S8). The expression patterns in both complemented #10–2 and #10–19 and the outcrossed (non-complemented) line #10–3 revealed that all seedlings responded to the flg22 challenge (Fig. 6a–c). Furthermore, expression levels of defense-related *WRKY22*, *WRKY29*, and *GST6* genes 2 h after flg22 challenge in the complemented #10–19 line, and *WRKY22*, *WRKY29* in the #10–2 line showed higher transcript abundance when pretreated with oxo-C14-HSL (Fig. 6a–c). This difference was missing in the outcrossed line #10–3. Similarly, the *Pst* assay validated that reintroducing *AtGlcAK2/ALI1* gene into the *ali1* mutant reinstates the ability of AHL priming. We observed a reduction in the proliferation of *Pst* in oxo-C14-HSL-treated plants compared to control plants in Col-0, 96 h after inoculation (Fig. 6d). Furthermore, we observed a similar reduction in *Pst* proliferation in complemented lines, #10–2 and #10–19 after an oxo-C14-HSL pretreatment, indicating enhanced resistance due to AHL priming (Fig. 6d). This reduction was missing in the non-complemented line #10–3 since no difference in the CFU count between the treatments was observed (Fig. 6d). These results suggest that reintroducing *AtGlcAK2/ALI1* into the *ali1* background restores the ability of AHL priming.

**Fig. 6.**
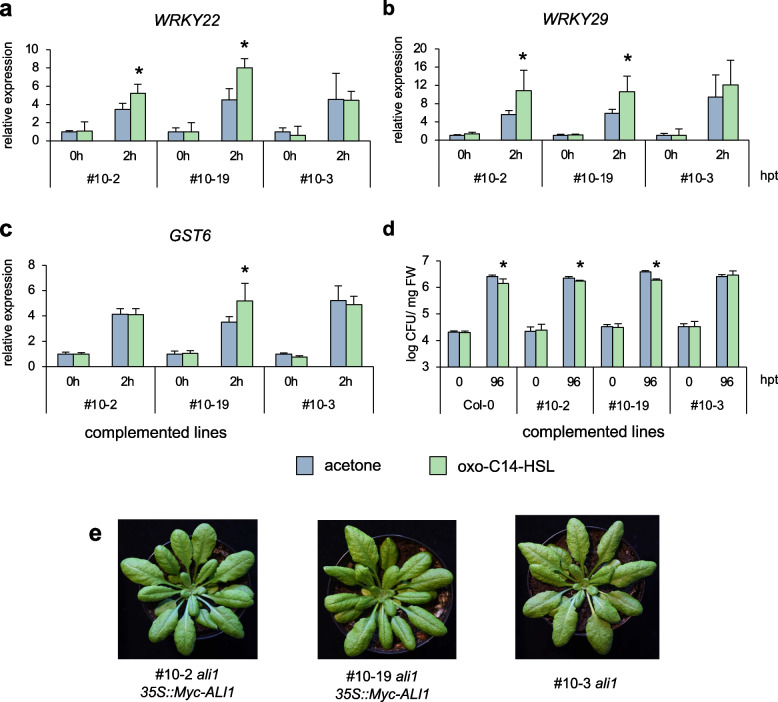
AHL-induced priming is restored in complemented *ali1*. The expression profile of three defense-related genes **a** *WRKY22*, **b** *WRKY29*, and **c** *GST6* were monitored before (0 h) and after (2 h) 100 nM flg22 challenge in two complemented lines of *ali1:* #10–2 and #10–19 as well as an outcross (non-complemented) line #10–3 that were earlier primed with 6 µM oxo-C14-HSL for 3 days. The abundance of each gene transcript was normalized with the Ubiquitin ligase (*At5g25760*) transcript and acetone control at 0 hpt before flg22 elicitation. The bar represents the mean and error bar represents SD of three replicates. Experiments were carried out two times with similar results. **d** Pathogenicity assays with *Pst* on wild-type Col*-*0, two complemented lines of *ali1:* #10–2 and #10–19 as well as an outcross (non-complemented) line #10–3. Plants grown for 3 weeks on ½-strength MS containing acetone or 6 µM oxo-C14-HSL and then challenged with *Pst.* The bar represents the mean and error bar represents SD of three replicates. Experiments were carried out two times with similar results. **e** Representative photographs of 6-week-old #10–2, #10–19, and #10–3 plants. In **a–d**, data are presented as mean ± SD. * *P* ≤ 0.05 (Student’s *t* test), individual data values for **a–d** in Additional File 1

Finally, we aimed to investigate if *ALI1-*dependent phenotypes are specific to oxo-C14-HSL. Our previous reports described AHL-induced growth promotion in plants treated with a short-chained AHL molecule, C6-HSL [20, 22]. We performed, therefore, a root growth assay on 1-week-old Col-0 and *ali1* seedlings on ½-strength MS agar supplemented with either 6 µM oxo-C14-HSL or 6 µM C6-HSL. The plants were grown vertically to observe the root growth for 4 weeks. We observed that C6-HSL treatment enhanced root length in Col-0 (Fig. 7a). Moreover, we observed a similar phenomenon of longer roots upon C6-HSL treatment in *ali1* seedlings (Fig. 7a). There was no significant difference in the root length of both Col-0 and *ali1* seedlings between control and oxo-C14-HSL treatments (Fig. 7a). Similarly, we also observed that both Col-0 and *ali1* seedlings growing on plates containing 6 µM C6-HSL had higher biomass (Fig. 7b). Taken together, the influence of short-chained AHL molecules on plant growth does not seem to depend on the presence of functional AtGlcAK2/ALI1.

**Fig. 7.**
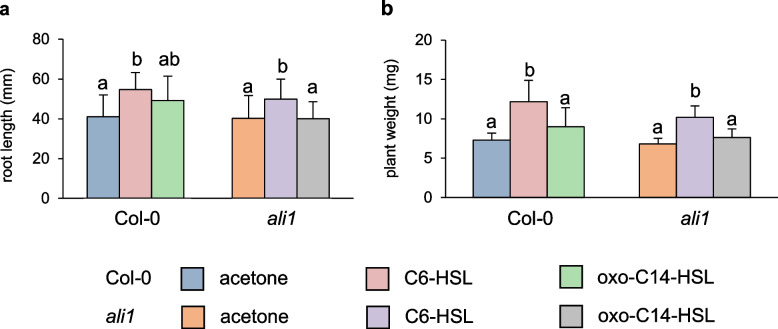
ALI1-dependent phenotypes are oxo-C14-HSL specific. Analysis of **a** root growth and **b** plant weight of Col-0 and *ali1* plants grown for 4 weeks on ½-strength MS containing acetone, 6 µM C6-HSL or 6 µM oxo-C14-HSL (*n* = 10 plants for each group). Data are presented as mean ± SD, and different letters indicate *P* ≤ 0.05 (Tukey’s HSD post hoc test). Experiments were carried out three times with similar results, individual data values for **a** and **b** in Additional File 1

## Discussion

In this study, we presented several levels of evidence that ALI1 encoded by the *At5g14470* locus is required for oxo-C14-HSL-induced priming for enhanced resistance. ALI1 is a putative protein kinase belonging to the GHMP (galactose, homoserine kinase, mevalonate kinase, phosphomevalonate kinase) super kinase family protein. This protein was formerly annotated as galactokinase 2 (AtGALK2) and was proposed to catalyze the phosphorylation of α-D-galactose (Gal). However, the only galactokinase in Arabidopsis is encoded by another locus *At3g06580* [38]. Here, we propose that the currently annotated as glucuronokinase 2 (AtGlcAK2) protein, supposedly an isoform of glucuronokinase 1 (AtGlcAK1), which catalyzes the phosphorylation of D-glucuronic acid, should be renamed to ALI1. Pieslinger et al. demonstrated that amino acid sequences of both proteins encoded by the *At3g01640* locus (AtGlcAK1) and the *At5g14470* locus are highly homologous, predicting the latter gene to be the second isoform of glucuronokinase, AtGlcAK2 [39]. Another study on AtGlcAK1 by the same group suggested that the ineffective loss of function of *glcak1* mutants was probably due to the activity of the other isoform, AtGlcAK2 [40]. However, enzymatic analysis has yet to confirm the protein function of AtGlcAK2. Despite being highly homologous to the AtGlcAK1, there is no evidence that AtGlcAK2 has glucuronokinase activity of catalyzing the phosphorylation of D-glucuronic acid. According to another study, the gene encoded by *At5g14470*, which was erroneously designated as AtGALK2 in this study, is involved in root and flower development, the abscisic acid signaling pathway, and stress response influencing the expression of various ABA-related genes [41]. Nonetheless, we propose a new function for this protein based on our experimental findings.

Previously, Thomanek et al. demonstrated that the biotin-tagged oxo-C14-HSL probe directly interacts with the bacterial LuxR-type receptor. Here, we used the biotin-tagged probe for a pull-down assay with Arabidopsis proteins [37]. Additional pull-down assay with a His-tagged ALI1 revealed that ALI1 indeed might interact with oxo-C14-HSL. Other binding assays, such as the MST and nanoDSF assays, could not confirm the interaction. However, it does not rule out the possibility of interaction since we could ensure an oxo-C14-HSL-sequestering ability of AtGlcAK2/ALI1 using an indirect technique based on the detection of free oxo-C14-HSL by the bacterial biosensor *E. coli LuxCDABE*.

MAPKs translate extracellular signal perception into intracellular responses [42, 43]. They are also linked to priming in plants, as AHL priming for enhanced resistance resulted in robust and extended activation of MAP kinases in Arabidopsis and barley [20, 34, 35, 44]. Furthermore, several genes, including the WRKY transcription factors *WRKY22* and *WRKY29*, *GST6*, and *Hsp70*, are upregulated during oxo-C14-HSL-priming in Arabidopsis [22, 33, 35]. Our current findings are consistent with these studies, as oxo-C14-HSL-primed wild-type Col-0 showed stronger and prolonged activation of MAP kinases and increased expression of mentioned genes. The *ali1* mutant showed neither increased kinase activity nor an augmented expression of defense-related genes, both hallmarks of AHL priming. The enhanced resistance against pathogens in Arabidopsis and other crop plants, including barley and tomato, induced by the *Ensifer meliloti* was attributed to oxo-C14-HSL produced by *E. meliloti* [21, 35, 45]. Similarly, the pathogenicity assay with *Pseudomonas syringae* pv. *tomato* (*Pst*) indicated that the AHL priming for enhanced resistance is absent in plants lacking functional *ALI1*. Nonetheless, AHL priming is restored by reintroducing the *ALI1* gene into the *ali1* mutant, as we observed enhanced resistance against *Pst* in complemented plants after AHL priming but not in outcrossed lines. Therefore, we concluded that the presence of functional ALI1 is required for oxo-C14-HSL-induced priming for enhanced resistance.

A previous study from our group found that oxo-C14-HSL-priming increased the expression of genes involved in Ca^2+^ signaling, G-proteins, defense, cell wall, and flavonoid metabolism using transcriptomic approaches [33]. Furthermore, in response to flg22, oxo-C14-HSL-primed Col-0 showed upregulation of genes associated with systemic acquired resistance, cell wall organization, auxin-activated signaling pathway, and movement of cellular components while downregulation of genes related to abiotic stimulus such as temperature, salt, decreased oxygen levels, and osmotic and oxidative stress. In *ali1* mutants, however, none of those GO terms were regulated, while genes involved in glucosinolate metabolism were downregulated. 

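The difference between the genotypes was also taken for each gene list, as the median over its members of the log2 fold change in the libraries labelled Col-0 less that in the libraries labelled *ali1*. It was 0.47 for 42 auxin genes, 0.40 for 38 cell wall genes and 0.54 for 50 glucosinolate genes, all at percentile 100 of random lists, 0.56 for 30 microtubule and cell division genes (percentile 99.8) and −1.31 for 23 heat shock protein genes (percentile 0). For 26 genes of systemic acquired resistance it was −0.073 (percentile 20.9) and for 23 hypoxia genes 0.042 (percentile 57.6). By the z test, 7 auxin, 8 cell wall, 8 glucosinolate and 3 microtubule genes had a higher fold change in the libraries labelled Col-0, 1 cell wall gene a lower one, and 12 heat shock genes a lower one.
Within the libraries labelled *ali1*, the heat shock list rose, with a median of 0.33 at percentile 100 and 22 of 23 genes above 0. The microtubule list had a median of 0.13 at percentile 99.6, the auxin list 0.014 at percentile 58.5, the cell wall list −0.041 at percentile 6.62 and the list of systemic acquired resistance 0.057 at percentile 93.2. Cell wall genes were found among the loci called down, with 2 of 40 (adjusted p = 0.0431, Fisher's exact test), and the process term plant-type cell wall organization with 4 of 12 (adjusted p = 4.27e-05, Fisher's exact test).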

Overall, the upregulation of defense-related genes, a typical phenomenon in AHL-primed plants, appears to depend on the presence of ALI1.

YFP-ALI1 colocalizes with the endoplasmic reticulum (ER), tonoplast, and the plasma membrane (PM). PM and ER, in particular, contain components essential for signal transduction and homeostasis regulation. ER-PM contact sites (EPCS) are functional signaling hubs formed when ER anchors and couples with PM [46]. Since there was no translocation of ALI1 observed after an oxo-C14-HSL treatment, signal transduction is most likely mediated by the activity of ALI1 or its interacting proteins rather than translocation. Although the actual downstream events are unknown, several components have already been proposed for other AHL molecules. A previous study found that in Arabidopsis, oxo-C6-HSL and oxo-C8-HSL induce root elongation by activating the G-protein-coupled receptors GCR1 and GPA1 [30]. Furthermore, the transcription factor AtMYB44 and the Arabidopsis growth and development-related protein calmodulin (AtCaM) are involved in oxo-C6-HSL-induced root elongation in Arabidopsis [28, 29]. Those specific components are, however, most likely involved in response to a particular, in this case, short-chained AHL molecule(s) and are not required for ALI1-mediated responses to oxo-C14-HSL.

## Conclusions

We presented here evidence from several levels that AtGlcAK2/ALI1 is required for the oxo-C14-HSL-induced primed state in Arabidopsis. Different physiological assays used in this study with *ali1* mutant show that the plant responses to flg22 elicitor are similar to naïve plants despite oxo-C14-HSL treatment. A plant’s ability to be primed with oxo-C14-HSL is entirely lost in the absence of a functional *ALI1* gene as only AHL-primed wild-type Arabidopsis exhibited enhanced resistance against *Pst,* while the mutant did not. However, this phenomenon was reverted once the candidate gene was reintroduced into the mutant, as was shown by the expression of priming marker genes and pathogenic assays with *Pst*. The current study shows that the candidate protein ALI1 might interact with oxo-C14-HSL. Although biophysical assays did not demonstrate the interaction between oxo-C14-HSL and ALI1, pull-down assay and indirect technique using biosensor *E. coli LuxCDABE* successfully substantiated that the candidate protein ALI1 might interact with oxo-C14-HSL. Transcriptomic analysis showed that flg22 elicitation of AHL-primed wild-type Col-0 plants resulted in enhanced expression of genes involved in systemic acquired resistance, cell wall organization, and auxin-activated signaling pathway while downregulated genes were related to the abiotic stimulus. However, AHL pretreatment did not have any impact on the *ali1* mutant. Furthermore, assessing the localization of the candidate protein in plants showed that the ALI1 proteins are localized in the ER, PM, and tonoplast. This study will enable identifying AHL priming mechanisms and different plant factors that mediate AHL priming after AHL perception, which could be exploited through plant breeding and novel genetic technologies to improve AHL priming effects in plants. 

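After oxo-C14-HSL, 70 loci were called in the libraries labelled *ali1* at q below 0.05 and an absolute log2 fold change of at least 1 in the authors' deposited table. Of the 62 called down there that could be tested for a difference from the libraries labelled Col-0, 51 had one by the z test. The 3 of 17 tested root-enriched genes that were called down (adjusted p = 2.44e-04, Fisher's exact test) were *MGP*, *NRT2:1* and *EIR1*, with log2 fold changes of −1.45, −1.32 and −1.08 in the authors' deposited table. Of these, *MGP* and *EIR1* were below 1 FPKM in both groups labelled *ali1*. The enrichment was lost with the filter at 1 FPKM (1 of 14, adjusted p = 0.189) and with a pseudocount of 1 (1 of 17, adjusted p = 0.174, both by Fisher's exact test). As a whole the root-enriched list had a median of 0.035 at percentile 74.4.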

From a larger perspective, this research will help us uncover another layer of coevolutionary inter-kingdom communication between plants and bacteria, which involves quorum sensing molecules that confer plant benefits by priming plants for enhanced resistance.

## Methods

### Plant materials and growth conditions

Seeds from wild-type *Arabidopsis thaliana* Col*-*0 and the *ali1* (N560407; *At5g14470*) mutant obtained from the Salk Institute, as well as complemented (pGWB21; *35S::10xMyc-ALI1*) and outcrossed lines, were used in the study. Seed sterilization and Arabidopsis growth were carried out as was described in Shrestha et al. [22]. For the MAP kinase assay, gene expression analysis, and RNA sequencing approaches, 2-week-old seedlings were transferred to six-well plates with 3 ml ½-strength MS medium prior to pretreatment with *N*-acyl homoserine lactone (AHL). Root growth assay and sterile *Pseudomonas syringae* pathogenicity assay were performed as described in Shrestha et al. [22], except for AHL molecules used. For non-sterile *P. syringae* pathogenicity assay and *ali1* mutant complementation, 2-week-old seedlings were transferred to pots with standard bedding soil (Fruhstorfer Erde: Perlite (1:1)) and grown under short-day conditions at 8 h:16 h (light: dark) photoperiod at 22 °C for another 3 weeks in the glasshouse. Six-week-old plants were grown under long-day conditions (light:dark 16 h:8 h and 22 °C photoperiod, light intensity of 150 µmol m^−2^ s^−1^ and 60% humidity) to induce flowering.

### Characterization of ali1 mutant

For genotyping of the T-DNA insertion *ali1* mutants, PCR-based screening was performed for knockout mutation*.* Genomic DNA was extracted from wild type Col-0, mutant *ali1* and T-DNA insertion mutant that were growing on soil for 3 weeks using Qiagen DNeasy Plant Mini Kit following the manufacturer’s protocol. The first PCR was performed with left border primer LBb1-3 and gene-specific forward primer (Additional file 2: Table S1). The band was observed only in *ali1* mutant and not in the other T-DNA insertion mutant and wild-type Col-0 indicating that T-DNA was indeed inserted in *ALI1* locus (Additional file 2: Fig. S2). Similarly, the second PCR that was performed with *ALI1* gene-specific primers (Additional file 2: Table S1) resulted in the band in wild-type Col-0 and T-DNA insertion mutant but not in *ali1* mutant validating that there is a modification in the gene (Additional file 2: Fig. S2). Furthermore, third PCR was carried out with *ALI1* cDNA-specific primers (Additional file 2: Table S1) to verify whether the transcription of *ALI1* gene was impeded or not. The band was seen in cDNA of Col-0 pretreated with both oxo-C14-HSL and acetone control but not for *ali1*.

### Pretreatment with AHL

Pretreatment with AHL was conducted as in Shrestha et al. [22], except for the AHL molecules used. *N*-hexanoyl-*L*-homoserine lactone (C6-HSL) and *N*-3-oxo-tetradecanoyl-*L*-homoserine lactone (oxo-C14-HSL) (Sigma-Aldrich) at concentrations as indicated were used in this study.

### MAP kinase activity assay

Arabidopsis seedlings Col*-*0 and *ali1* (N560407) mutant were pretreated with 6 µM oxo-C14-HSL or acetone for 3 days and collected 0, 30, 60, or 120 min after eliciting with 100 nM flg22 peptide. Protein extraction from Arabidopsis seedlings and western blotting were performed as in Shrestha et al. [35].

### Gene expression analysis

Wild-type Col*-*0 and *ali1* (N560407) Arabidopsis seedlings pretreated with oxo-C14-HSL were harvested at 0, 2, 4, 6, 24, and 48 h post 100 nM flg22 treatment. Extraction of RNA and synthesis of cDNA was carried out as described in Shrestha et al. [22]. Quantitative RT-PCR (qPCR) was performed using primers listed in Additional file 2: Table S2 [20, 47]. All expression levels were normalized to the expression of *Ubiquitin ligase* (*At5g25760*).

### cDNA library construction, sequence processing, and transcriptome analysis

We performed transcriptome analysis of Col-0 and *ali1* seedlings that were pretreated for 3 days with 6 µM oxo-C14-HSL or acetone control and subsequently elicited with 100 nM flg22 in order to determine the differences in their defense responses. All treatments were performed in triplicates. RNA was isolated from Arabidopsis seedlings using RNeasy Plant Mini Kit (Qiagen) according to the manufacturer’s recommendations. One microgram of total RNA was taken for DNAse digestion using the PerfeCTa DNAse I (Quanta Biosciences), and subsequently, cDNA synthesis was carried out using the qScript cDNA Synthesis kit (Quanta Biosciences) according to the manufacturer’s recommendations. Library construction and sequencing were performed on BGISEQ-500 (BGI Tech Solutions, Hong Kong). Raw sequencing reads were cleaned by removing adaptor sequences, reads containing poly N-sequences and low-quality reads. The cleaned sequence reads (100 bp single end) were analyzed using RNAStar (Version 2.4.0d-2) [48], cufflinks (Version 2.2.1.0), cuffmerge (Version 2.2.1.0), and cuffdiff (Version 2.2.1.5) [49]. The FPKM (fragments per kilobase million) and the significant differences between transcriptional profiles of Arabidopsis seedlings Col-0 and *ali1* between the treatments were calculated based on *q*-value < 0.05 and fold change > 2 (Additional file 3, 4, 5 and 6: Dataset S1-S4). Significantly enriched genes related to specific GOs (Gene Ontology) were identified using web-based tool PANTHER (http://geneontology.org) using the PANTHER Overrepresentation Test (Released 2020–02-14), *Arabidopsis thaliana* (TAIR), GO biological process complete, and Fisher’s exact test with false discovery rate (FDR). The raw data were uploaded to GEO NCBI Sequence Read Archive with the number GSE156726. The Euler diagram was created using the R package “eulerr” [50].

### Inoculation with Ensifer meliloti strains

*Ensifer meliloti* Rm2011 *expR* + (M. McIntosh) and *E. meliloti* Rm2011 (pBBR2-attM) carrying the lactonase gene *attM* from *Agrobacterium tumefaciens* [45] were grown in Tryptone Yeast extract (TY) medium until the OD_600_ reached 0.6–0.8. Bacterial cultures were centrifuged at 2500* g* for 10 min and resuspended in 10 mM MgCl_2_. The rhizosphere of Arabidopsis was inoculated three times over 3 weeks with 10 ml of OD_600_ = 0.1 using: *E.* *meliloti expR* + , *E.* *meliloti attM* culture solution or 10 mM MgCl_2_ as control. The production of AHL on the root surface as well as establishment of the bacteria was previously demonstrated by [45].

### Challenge with Pseudomonas syringae

*Pseudomonas syringae* pv. *tomato* DC3000 (*Pst*) pathogen assay on sterile Arabidopsis was performed as in Shrestha et al. [22]. The bacterial culture was adjusted to OD_600_ = 0.1. For *Pst* challenge on non-sterile condition, 3 days after the last inoculation with *E.* *meliloti* or MgCl_2_, four leaves from each treated plant were infiltrated with *Pst* inoculation solution adjusted to OD_600_ = 0.02. The leaves were infiltrated with *Pst* using a needleless syringe and four-leaf discs were collected from two leaves at 12, 48, and 96 h post infiltration. The leaf discs were homogenized in 10 mM MgCl_2_ and subsequently diluted. Duplicates of the dilution were plated on King’s B agar plates containing selective antibiotics to assess the colony-forming units (CFU) number.

### Assessment of localization of ALI1

To assess the subcellular localization of ALI1, *ALI1* ORF was subcloned into pGWB441 vector containing yellow fluorescent protein (YFP) gene and the Cauliflower Mosaic Virus (CaMV) 35S promoter and transformed into NEB 5-alpha Competent *E. coli* (New England Biolabs). Cloned vector extracted from transformed *E. coli* DH5α was used to transform competent *Agrobacterium tumefaciens* GV3101. YFP-tagged *ALI1* in *A. tumefaciens* GV3101 along with several *A.* *tumefaciens* LBA4404 containing mCherry-tagged gene sequence of proteins (Additional file 2: Table S3) that localizes at different subcellular organelles were grown overnight in 5 ml LB liquid medium with selective antibiotics at 28 °C. The bacterial cultures were centrifuged at 2500* g* for 10 min, resuspended with infiltration buffer at final OD_600_ of 0.05, and infiltrated into leaves of 4-week-old tobacco (*N. benthamiana*) plants. Equal OD_600_ 0.05 of *A.* *tumefaciens* GV3101 containing YFP-tagged *ALI1* and *A.* *tumefaciens* LBA4404 containing mCherry-tagged gene sequence of a protein that localizes at a subcellular organelle were mixed in infiltration buffer and infiltrated on the abaxial side of the leaves with 1-ml needleless syringe. The infiltrated leaves were visualized for protein localization on confocal laser scanning microscopy (CLSM) 2 to 3 days after infiltration. YFP was observed using 514 nm Ex and 520–550 nm Em range, and mCherry using 560 Ex and 570–600 Em settings.

### Localization of ALI1 upon oxo-C14-HSL treatment

In order to assess a possible relocalization of ALI1 upon oxo-C14-HSL treatment, the leaves that were pre-infiltrated for 24 h with *A. tumefaciens* mix solution were infiltrated again with 6 µM oxo-C14-HSL. Similarly, acetone on infiltration buffer was used as a control. The infiltrated leaves were visualized for ALI1 localization 1 and 2 days after the infiltration with oxo-C14-HSL.

### ALI1 expression and purification

Gateway destination vector pDEST17 subcloned with *ALI1* ORF was transformed into *E. coli* BL21 competent cells (New England Biolabs). Colonies were screened and selected with gene-specific and vector-specific primers (Additional file 2: Table S1). Positive colonies were grown in 50 ml of LB containing 100 mg ml^−1^ ampicillin at 37 °C until OD_600_ reached 0.6. The expression of the protein was induced by adding 1 mM isopropyl β-D-1-thiogalactopyranoside (IPTG) overnight at room temperature (RT). All further steps were carried out at 4 °C or on ice. Bacterial cells were collected and centrifuged at 7379* g* for 15 min and lysed through sonication with ice-cold lysis buffer (50 mM Tris–HCl, 300 mM NaCl, 0.1% Triton-X, DNase, lysozyme supplemented with protease inhibitor (Roche) and thereafter centrifuged at 14,462* g* for 10 min. The resulting supernatant was added to a solution containing nickel resin beads (HisPur™ Ni–NTA Resin, Thermo Fisher Scientific) and binding buffer (50 mM sodium phosphate buffer at pH 8, 500 mM NaCl, 10 mM imidazole, 2.5% glycerol) for 30 min with continuous rotation. Lysate-bead mix was subsequently transferred to column and washed 5 times with washing buffer (50 mM sodium phosphate buffer at pH 8, 500 mM NaCl, 20 mM imidazole, 2.5% glycerol) and eluted with elution buffer (50 mM sodium phosphate buffer at pH 8, 500 mM NaCl, 250 mM imidazole, 2.5% glycerol). The concentration of 6xHis-tagged proteins was quantified using Bradford assay (Roti-Quant, Roth). *E. coli* BL21 transformed with pDEST17-SpvC was used as a 6xHis-tagged protein control.

### Pull-down and binding assays

The interaction of ALI1 protein with oxo-C14-HSL was verified by pull-down assay. 6xHis-tagged ALI1 and 6xHis-tagged control protein were incubated with streptavidin beads (Sepharose® Bead Conjugate, Cell Signaling Technology) that were already loaded with M4 (oxo-C14-HSL tagged with biotin) or biotin control and incubated overnight before washing with washing buffer. The final bead-bound protein fractions were eluted with Laemmli buffer (62.5 mM Tris–HCl (pH 6.8), 2% SDS, 10% glycerol, 0.01% bromophenol blue) containing 2% β-mercaptoethanol and subjected to western blotting.

Thirty microliters of streptavidin beads were blocked using blocking buffer (0.05% (w/v) BSA in 100 mM phosphate buffer at pH 7.4) for half an hour at RT and further loaded with 60 mM biotin or 60 mM biotin-labeled oxo-C14-HSL (M4) for 30 min and centrifuged at 67* g* for 1 min. After removal of supernatant, 100 µg 6xHis-tagged proteins were added and incubated overnight at constant stirring at 4 °C. After the beads were washed five times with blocking buffer, bound proteins were eluted by adding 40 µl of Laemmli buffer and heated at 95 °C for 5 min. Twenty microliters of eluted protein samples was separated on SDS gel (12%) and transferred to PVDF membrane (Immun-Blot® PVDF, Bio-Rad) through semi-wet blotting protocol. The membranes were blocked with 5% fat-free milk and subsequently probed with primary antibodies 6xHis Tag Monoclonal Antibody (Invitrogen) followed by incubation with horseradish peroxidase-labeled secondary antibody. Blots were developed using ServaLight chemiluminescent substrate (SERVA).

To verify the binding capacity of ALI1 to oxo-C14-HSL, we used an additional indirect technique based on the detection of free oxo-C14-HSL by the bacterial biosensor *E. coil LuxCDABE*. We used BSA as a negative control and the *E. meliloti*-originated LuxR receptor as purified His and GST versions, as positive control, and the ALI1, purified as GST-ALI1 and 6xHis-ALI1 fusion proteins. Six nanomoles of each protein was used. The oxo-C14-HSL was added in a range from 0 to 18 nmol and incubated with proteins overnight. Unbound oxo-C14-HSL was detected after overnight incubation using the bacterial biosensor *E. coli LuxCDABE*, as described in Schenk et al. [33].

### Microscale thermophoresis (MST) binding assay

Preceding to MST bioassay, both proteins (6xHis-ALI1 and 6xHis-SpvC used as His-tagged protein control) were labeled with Red-Tris-NTA fluorescent dye and diluted into the labeling buffer (50 mM phosphate buffer at pH 8.0, 150 mM NaCl, 0.005% Tween-20, and 0.16% acetone) to reach the labeling concentration of 0.2 µM. After labeling, dye removal was not required as all dye molecules were bound by a protein due to labeling stoichiometry and, therefore, no free dye was present in the labeling batch. The final concentration of total protein and fluorescence was 200 and 100 nM respectively. Premium-coated capillaries were chosen for further experiments as no adhesion of both labeled proteins was observed. The intrinsic MST noise of both labeled proteins was acceptably low (< 5.0 units) under the applied experimental parameters and the used assay buffer. MST binding assay was performed on Monolith NT.115 Pico (red-nano) at 25 °C, with 90% LED power and 40% laser power. Five microliters of the fluorescent target proteins was used at constant 50 nM where 5 µl of the ligand oxo-C14-HSL was titrated from 100 µM down in 16 (1:1 dilution) steps. To ensure reproducibility, measurements were taken repeatedly on two independent experiments. The data were analyzed by ligand concentration (mol l^−1^) against normalized fluorescence of labeled proteins. Curve fitting were performed by using the K_D_ fit derived from the law of mass action according to the binding model, and the affinity is calculated and stated as EC50 or K_D_ values. The amplitude of the binding curve was assessed and signal to noise ratio which is amplitude divided by noise. Noise is standard deviation of difference between experimental data and fitted data.

### Nano-differential scanning fluorimetry (nanoDSF) assay

Prior to nanoDSF assay, both protein samples (6xHis-ALI1 and 6xHis-SpvC used as His-tagged protein control) and ligand oxo-C14-HSL were diluted in assay buffer (50 mM phosphate buffer at pH 8.0, 150 mM NaCl, 0.005% Tween-20 and 0.167% acetone) to have a final concentration of 5 and 100 µM respectively. The experiments were performed on a Prometheus NT.48 device equipped with additional back reflection options for detection of target protein aggregation via light scattering method. The temperature of the assay ranged from 20 to 95 °C with heating speed of 1 °C min^−1^. The analysis method of ratio 350/330 nm for protein unfolding (Tm) was used, and data were analyzed using the PR.StabilityAnalysissoftware from Nanotemper Technologies. The thermal denaturation of the target proteins were monitored via its intrinsic tryptophan fluorescence. Thermal shift was calculated by assessing difference of melting temperatures (Tm) between ligand-bound and apo-state of a protein.

### In silico screening for docking of oxo-C14-HSL against ALI1 (At5g14470)

The sequence of the ALI1 (AtGlcAK2) protein was obtained from TAIR, and the best predicted model of ALI1 was generated using i-TASSER server (https://zhanglab.ccmb.med.umich.edu/I-TASSER/) [51]. Similarly, 3D conformer of the ligand oxo-C14-HSL was retrieved from PubChem Structure [52]. The 3D structure of both protein and ligand was visualized using UCSF Chimera [53] where the model was prepared for docking in order to attain a clean protein model for further analysis. Docking simulations of ALI1 protein and oxo-C14-HSL ligand was performed in SwissDock (http://www.swissdock.ch/docking) [54], a web server that provides prediction of molecular interaction between the ligand and the target protein. The “docking type” was set to accurate type and “Definition of the region of interest” was set to default and so was “flexibility” which allows flexibility for side chains within 0 Å of any atom of the ligand in its reference binding mode. The binding modes were scored using their FullFitness and clustered, of which they were ranked on the basis of the average FullFitness of their elements [55]. The prediction file from SwissDock was further inspected in UCSF Chimera, and the chimera model with the lowest energy was selected for the identification of amino acid residues that were at a distance of less than 5 Å from each atom of the ligand.

### Cloning approach

*ALI1* ORF sequence (*At5g14470*) was amplified from cDNA of Col-0 Arabidopsis using ALI1-specific primers (Additional file 2: Table S1). Subsequently, *ALI1* ORF sequence was supplemented with *attB* sites using sequence-specific primers containing *attB* sites (Additional file 2: Table S1). Thereafter, the PCR product was purified using PEG precipitation protocol [56]. BP clonase recombination reaction was performed to subclone *ALI1* into the pDONR207 vector using Gateway® BP Clonase™ II Enzyme Mix following the manufacturer’s protocol. NEB 5-alpha Competent *E. coli* (New England Biolabs) cells were transformed with the product of recombination reaction using the heat shock method. Colony PCR was performed using DNR3 and DNR5 primers and amplicons were digested with BamHI and ran on a gel for further analysis. Positive constructs were sent for sequencing. LR clonase recombination reaction was performed to insert *ALI1* ORF into different destination vectors (pGWB21 or pGWB441) using Gateway™ LR Clonase™ II Enzyme Mix following the manufacturer’s protocol. Different destination vectors were used for the study. For protein expression and purification, pDEST17 was used whereas pGWB441 was used for cellular localization studies.

### Complementation of ali1 mutant

For complementation of the *ali1* mutant (N560407), pGWB21 (35S, N-ter 10xMyc) destination vector was used. Competent *E. coli* DH5α was transformed with the product of LR recombination reaction using heat shock method. Colony PCR was performed using vector and gene-specific primers (Additional file 2: Table S1) and obtained constructs were verified via sequencing. *A.* *tumefaciens* strain GV3101 was transformed with the desired vector constructs by electroporation, and selection of the positive colonies was performed through colony PCR using vector and gene-specific primers (Additional file 2: Table S1). The positive cells were used to transform the *ali1* mutant using the floral-dip method. Seeds of the *ali1* mutant were first surface sterilized and grown on ½-strength MS media plates for 2 weeks and later transferred on standard bedding soil (Fruhstorfer erde: Perlite (1:1)). The 2-week-old seedlings were grown on controlled condition (day/night 8/16 h and 22 °C photoperiod, light intensity of 150 µmol/ m^−2^ s^−1^ and 60% humidity) in a growth chamber for 2 months before transferring them to the greenhouse condition (day/night 16/8 h and 22 °C photoperiod, light intensity of 150 µmol m^−2^ s^−1^ and 60% humidity) until flowering. *A.* *tumefaciens* GV3101 strains containing *ALI1* ORF in pGWB21 was grown overnight in LB medium containing selective antibiotics. Two hundred fifty microliters of pre-culture was inoculated on 250 ml LB medium containing selective antibiotics and was grown overnight at 28 °C until the O.D_600_ reached 1. The culture was collected and centrifuged at 2500* g* for 10 min at RT. The pellets were resuspended in 250 ml of 5% sucrose solution, and Silwet L-77 was added at a concentration of 0.02%. Floral-dip method [57] was employed to stably transform the *ali1* mutant. Inflorescences were dipped into the *Agrobacterium* suspension for 30 s. The plants were then covered with a hood for 48 h and left to grow in the greenhouse under long-day conditions. Watering of the plants was stopped after the first pods began to dry. Seeds were harvested after complete drying of the inflorescences, and seeds were selected on selective ½-strength MS medium plates. The seedlings growing on selective plates were transferred on soil pots and later genotyped in order to identify the positive heterozygous complemented lines (*T*_0_). The positive complemented lines were self-pollinated and the generated seeds (F_1_) were checked for homozygosity using gene-specific and tag-specific primers (Additional file 2: Table S1).

### Western blot on complemented ali1 lines

Arabidopsis seedlings Col*-*0, complemented *ali1* (N560407) mutants #10–2 and #10–19, and outcross line #10–3 were first grown on ½-strength MS plates for 2 weeks and then transferred on soil pots. The plants were grown for additional 4 weeks and one leaf was collected and homogenized. Proteins were extracted from homogenized plant samples using Laemmli buffer (62.5 mM Tris–HCl (pH 6.8), 2% SDS, 10% glycerol, 0.01% bromophenol blue) further supplemented with Triton-X (10%) and additional SDS (4%). The homogenized plant samples were vortexed vigorously, subsequently cooked at 95 °C for 10 min and briefly centrifuged. Fifteen microliters of total protein was run on SDS gel (12%) and transferred to PVDF membrane through semi-wet blotting protocol. The membranes were blocked with 5% w/v fat-free milk and thereafter probed with primary antibody Myc-tag antibody (Chromotek GmbH), followed by incubation with horseradish peroxidase-labeled secondary antibody Anti-rat IgG (Cell Signaling Technology). Blots were developed using chemiluminescent substrate (ServaLight Vega Luminol solution, SERVA).

### Statistical analysis

All experiments were performed with at least three independent biological replicates. The GENMOD procedure from SAS 9.4 (SAS Institute Inc., Cary, NC, USA) was used for the analysis of variance. For multiple comparisons in root growth assay, the *p*-value was adjusted by the method of Tukey’s honestly significant difference (HSD) post hoc test. The class variable was treatment (C6-HSL, oxo-C14-HSL and acetone control). Quantitative PCR assays were performed in four biologically independent experiments and *Pst* assays were performed in three biologically independent experiments. *p* values < 0.05 in Student’s *t* test were considered as indicative for a significant difference. Western blot analysis was performed in three independent experiments, representative blot is shown.

## Supplementary Information

**Additional file 1. **Supporting individual data values displayed in Figure 1a, 1d, 3a-b, 5d, 6 a-d, 7a-b, and Additional file 2: Figure S1 and S3.

**Additional file 2: Supplementary materials. Figure S1.** The expression of *ALI1* is not influenced by oxo-C14-HSL. **Figure S2.** The *ali1* mutant has a T-DNA insertion in *At5g14470* position and is homozygous. **Figure S3.** Enhanced activation of defense-related genes due to AHL-priming is missing in *ali1*. **Figure S4.** ALI1 does not colocalize with Golgi, plastids, and peroxisomes. **Figure S5.** Localization of ALI1 upon plasmolysis. **Figure S6.** Representative images of predicted docking between ALI1 protein and oxo-C14-HSL ligand. **Figure S7.** Interaction between ALI1 and oxo-C14-HSL was missing in biophysical assays but indicated to be present in indirect binding assay. **Figure S8.** The complemented lines of *ali1* mutant express ALI1. **Table S1.** Densitometric analysis of Western blot results. **Table S2.** Primers used in the study. **Table S3.** Fluorescence-tagged strains used in the localization study.

**Additional file 3: Dataset S1.** List of genes differentially expressed (upregulated) in Col-0 after 3-day pretreatment with oxo-C14-HSL and additional challenge with 100 nM flg22 for 2 h.

**Additional file 4: Dataset S2.** List of genes differentially expressed (downregulated) in Col-0 after 3-day pretreatment with oxo-C14-HSL and additional challenge with 100 nM flg22 for 2 h.

**Additional file 5: Dataset S3.** List of genes differentially expressed (upregulated) in *ali1* after 3-day pretreatment with oxo-C14-HSL and additional challenge with 100 nM flg22 for 2 h.

**Additional file 6: Dataset S4. **List of genes differentially expressed (downregulated) in *ali1* after 3-day pretreatment with oxo-C14-HSL and additional challenge with 100 nM flg22 for 2 h.

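Datasets S1 to S4 list 539 loci by the identifier that cuffmerge gave them, with the log2 fold change and p-value of the comparison. All 539 fold changes equal those of the comparison tables within rounding, and so do 538 of the p-values. Every listed locus also passes a q-value below 0.05 there. The 3 loci called up and 2 called down that Datasets S1 and S2 leave out are those listed at 0 in 1 group, whose fold change is infinite. For 11 entries the gene identifier beside the locus is that of another gene than the one the reference annotation has at that position, 10 of them in Dataset S1 and 1 in Dataset S4.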

## Data Availability

All data generated or analyzed during this study are included in this published article, its supplementary information files (Additional files 1, 2, 3, 4, 5 and 6) and publicly available repositories. The raw sequences of transcriptome analysis were uploaded to Gene Expression Omnibus (GEO) NCBI Sequence Read Archive with the accession number GSE156726 inhttps://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE156726.

## Abbreviations

AHL: *N*-Acyl homoserine lactones
AtCaM: Calmodulin
AtGALK2: Galactokinase 2
AtGlcAK1: Glucurunokinase 1
AtGlcAK2: Glucurunokinase 2
BSA: Bovine serum albumin
C4-HSL: *N*-Butanoyl-*L*-homoserine lactone
C6-HSL: *N-*Hexanoyl-*L*-homoserine lactone
C10-HSL: *N*-Decanoyl-*L*-homoserine lactone
CFU: Colony-forming unit
CLSM: Confocal laser scanning microscopy
ER: Endoplasmic reticulum
GO: Gene Ontology
MST: Microscale thermophoresis
nanoDSF: Nano-differential scanning fluorimetry
oxo-C6-HSL: *N-*3-Oxo-hexanoyl-*L*-homoserine lactone
oxo-C8-HSL: *N-*3-Oxo-octanoyl-*L*-homoserine lactone
oxo-C10-HSL: *N-*3-Oxo-decanoyl-*L*-homoserine lactone
oxo-C14-HSL: *N-*3-Oxo-tetradecanoyl-*L*-homoserine lactone
Pst: *Pseudomonas syringae* Pv. *tomato*
PM: Plasma membrane
qPCR: Quantitative polymerase chain reaction
QS: Quorum sensing
SpvC: *Salmonella* Plasmid virulence C
YFP: Yellow fluorescent protein

## References

[1] Hense AH, Kuttler C, Müller J, Rothballer M, Hartmann A, Kreft J-U (2007). Opinion-does efficiency sensing unify diffusion and quorum sensing?. Nat Rev Microbiol.

[2] Ng WL, Bassler BL (2009). Bacterial quorum-sensing network architectures. Annu Rev Genet.

[3] Miller MB, Bassler BL (2001). Quorum sensing in bacteria. Annu Rev Microbiol.

[4] Geske GD, O'Neill JC, Blackwell HE (2008). Expanding dialogues: from natural autoinducers to non-natural analogues that modulate quorum sensing in Gram-negative bacteria. Chem Soc Rev.

[5] Ni N, Li M, Wang J, Wang B (2009). Inhibitors and antagonists of bacterial quorum sensing. Med Res Rev.

[6] Whitehead NA, Barnard AML, Slater H, Simpson NJL, Salmond GPC (2001). Quorum-sensing in Gram-negative bacteria. FEMS Microbiol Rev.

[7] Marketon MM, Gronquist MR, Eberhard A, Gonzalez JE (2002). Characterization of the *Sinorhizobium meliloti sinR/sinI* locus and the production of novel *N*-acyl homoserine lactones. J Bacteriol.

[8] von Bodman SB, Bauer WD, Coplin DL (2003). Quorum sensing in plant-pathogenic bacteria. Annu Rev Phytopathol.

[9] Williams P (2007). Quorum sensing, communication and cross-kingdom signalling in the bacterial world. Microbiology.

[10] Mathesius U, Mulders S, Gao M, Teplitski M, Caetano-Anolle's G, Rolfe BG (2003). Extensive and specific responses of a eukaryote to bacterial quorum-sensing signals. PNAS.

[11] Schenk ST, Stein E, Kogel KH, Schikora A (2012). Arabidopsis growth and defense are modulated by bacterial quorum sensing molecules. Plant Signal Behav.

[12] von Rad U, Klein I, Dobrev PI, Kottova J, Zazimalova E, Fekete A (2008). Response of *Arabidopsis thaliana* to *N*-hexanoyl-DL-homoserine-lactone, a bacterial quorum sensing molecule produced in the rhizosphere. Planta.

[13] Ortiz-Castro R, Martinez-Trujillo M, Lopez-Bucio J (2008). *N*-acyl-L-homoserine lactones: a class of bacterial quorum-sensing signals alter post-embryonic root development in *Arabidopsis thaliana*. Plant Cell Environ.

[14] Palmer AG, Senechal AC, Mukherjee A, Ane JM, Blackwell HE (2014). Plant responses to bacterial N-acyl L-homoserine lactones are dependent on enzymatic degradation to L-homoserine. ACS Chem Biol.

[15] Bai X, Todd CD, Desikan R, Yang Y, Hu X (2011). *N*-3-Oxo-Decanoyl-L-homoserine-lactone activates auxin-induced adventitious root formation via hydrogen peroxide- and nitric oxide-dependent cyclic GMP signaling in mung bean. Plant Physiol.

[16] Moshynets OV, Babenko LM, Rogalsky SP, Iungin OS, Foster J, Kosakivska IV (2019). Priming winter wheat seeds with the bacterial quorum sensing signal *N*-hexanoyl-L-homoserine lactone (C6-HSL) shows potential to improve plant growth and seed yield. PLoS ONE.

[17] Rankl S, Gunsé B, Sieper T, Schmid C, Poschenrieder C, Schröder P (2016). Microbial homoserine lactones (AHLs) are effectors of root morphological changes in barley. Plant Sci.

[18] Pazarlar S, Cetinkaya N, Bor M, Kara RS. *N*-acyl homoserine lactone-mediated modulation of plant growth and defense against *Pseudoperonospora cubensis* in cucumber (*Cucumis sativus* L.). J Exp Bot. 2020;71(20):6638–6654.10.1093/jxb/eraa38432822478

[19] Liu F, Zhao Q, Jia Z, Song C, Huang Y, Ma H (2020). *N*-3-oxo-octanoyl-homoserine lactone-mediated priming of resistance to *Pseudomonas syringae* requires the salicylic acid signaling pathway in *Arabidopsis thaliana*. BMC Plant Biol.

[20] Schikora A, Schenk ST, Stein E, Molitor A, Zuccaro A, Kogel KH (2011). *N*-acyl-homoserine lactone confers resistance toward biotrophic and hemibiotrophic pathogens via altered activation of AtMPK6. Plant Physiol.

[21] Hernández-Reyes C, Schenk ST, Neumann C, Kogel KH, Schikora A (2014). *N*-acyl-homoserine lactones-producing bacteria protect plants against plant and human pathogens. Microb Biotechnol.

[22] Shrestha A, Grimm M, Ojiro I, Krumwiede J, Schikora A. Impact of quorum sensing molecules on plant growth and immune system. Front Microbiol. 2020;11:1545. 10.3389/fmicb.2020.01545.10.3389/fmicb.2020.01545PMC737838832765447

[23] Barriuso J, Solano BR, Mañero FJG (2008). Protection against pathogen and salt stress by four plant growth-promoting Rhizobacteria isolated from Pinus sp. on Arabidopsis thaliana. Phytopathology..

[24] Zhao Q, Yang XY, Li Y, Liu F, Cao XY, Jia ZH (2020). N-3-oxo-hexanoyl-homoserine lactone, a bacterial quorum sensing signal, enhances salt tolerance in Arabidopsis and wheat. Bot Stud.

[25] Götz-Rösch C, Sieper T, Fekete A, Schmitt-Kopplin P, Hartmann A, Schröder P (2015). Influence of bacterial *N*-acyl-homoserine lactones on growth parameters, pigments, antioxidative capacities and the xenobiotic phase II detoxification enzymes in barley and yam bean. Front Plant Sci.

[26] Gupta GS, Kumar A, Verma N (2019). Bacterial homoserine lactones as a nanocomposite fertilizer and defense regulator for chickpeas. Environ Sci : Nano.

[27] Song S, Jia Z, Xu J, Zhang Z, Bian Z (2011). *N*-butyryl-homoserine lactone, a bacterial quorum-sensing signaling molecule, induces intracellular calcium elevation in *Arabidopsis* root cells. Biochem Biophys Res Commun.

[28] Zhao Q, Zhang C, Jia Z, Huang Y, Li H, Song S (2015). Involvement of calmodulin in regulation of primary root elongation by *N*-3-oxo-hexanoyl homoserine lactone in *Arabidopsis thaliana*. Front Plant Sci.

[29] Zhao Q, Li M, Jia Z, Liu F, Ma H, Huang Y (2016). AtMYB44 positively regulates the enhanced elongation of primary roots induced by *N*-3-Oxo-Hexanoyl-homoserine lactone in *Arabidopsis thaliana*. Mol Plant Microbe Interact.

[30] Liu F, Bian Z, Jia Z, Zhao Q, Song S (2012). The GCR1 and GPA1 participate in promotion of *Arabidopsis* primary root elongation induced by *N*-Acyl-Homoserine lactones, the bacterial Quorum-sensing signals. MPMI.

[31] Götz C, Fekete A, Gebefuegi I, Forczek ST, Fuksova K, Li X (2007). Uptake, degradation and chiral discrimination of *N*-acyl-D/L-homoserine lactones by barley (*Hordeum vulgare*) and yam bean (*Pachyrhizus erosus*) plants. Anal Bioanal Chem.

[32] Sieper T, Forczek S, Matucha M, Kramer P, Hartmann A, Schroder P (2014). *N*-acyl-homoserine lactone uptake and systemic transport in barley rest upon active parts of the plant. New Phytol.

[33] Schenk ST, Hernandez-Reyes C, Samans B, Stein E, Neumann C, Schikora M (2014). *N*-Acyl-homoserine lactone primes plants for cell wall reinforcement and induces resistance to bacterial pathogens via the salicylic acid/oxylipin pathway. Plant Cell.

[34] Schenk ST, Schikora A (2014). AHL-priming functions via oxylipin and salicylic acid. Front Plant Sci.

[35] Shrestha A, Elhady A, Adss S, Wehner G, Böttcher C, Heuer H (2019). Genetic differences in barley govern the responsiveness to *N*-Acyl homoserine lactone. Phytobiomes Journal.

[36] Nelson BK, Cai X, Nebenfuhr A (2007). A multicolored set of *in vivo* organelle markers for co-localization studies in Arabidopsis and other plants. Plant J.

[37] Thomanek H, Schenk ST, Stein E, Kogel KH, Schikora A, Maison W (2013). Modified *N*-acyl-homoserine lactones as chemical probes for the elucidation of plant-microbe interactions. Org Biomol Chem.

[38] Egert A, Peters S, Guyot C, Stieger B, Keller F (2012). An Arabidopsis T-DNA insertion mutant for galactokinase (*AtGALK*, At3g06580) hyperaccumulates free galactose and is insensitive to exogenous galactose. Plant Cell Physiol.

[39] Pieslinger AM, Hoepflinger MC, Tenhaken R (2010). Cloning of Glucuronokinase from Arabidopsis thaliana, the last missing enzyme of the myo-inositol oxygenase pathway to nucleotide sugars. J Biol Chem.

[40] Ivanov Kavkova E, Blochl C, Tenhaken R (2019). The Myo-inositol pathway does not contribute to ascorbic acid synthesis. Plant Biol (Stuttg).

[41] Zhao Q, Yu D, Chang H, Guo X, Yuan C, Hu S (2013). Regulation and function of *Arabidopsis AtGALK2* gene in abscisic acid response signaling. Mol Biol Rep.

[42] Widmann C, Gibson S, Jarpe MB, Johnson GL (1999). Mitogen-activated protein kinase: conservation of a three-kinase module from yeast to human. Physiol Rev.

[43] Davis S, Vanhoutte P, Pagès C, Caboche J, Laroche S (2000). The MAPK/ERK cascade targets both Elk-1 and cAMP response element-binding protein to control long-term potentiation-dependent gene expression in the dentate gyrus *in vivo*. J Neurosci.

[44] Beckers GJ, Jaskiewicz M, Liu Y, Underwood WR, He SY, Zhang S (2009). Mitogen-activated protein kinases 3 and 6 are required for full priming of stress responses in *Arabidopsis thaliana*. Plant Cell.

[45] Zarkani AA, Stein E, Rohrich CR, Schikora M, Evguenieva-Hackenberg E, Degenkolb T (2013). Homoserine lactones influence the reaction of plants to Rhizobia. Int J Mol Sci.

[46] Bayer EM, Sparkes I, Vanneste S, Rosado A (2017). From shaping organelles to signalling platforms: the emerging functions of plant ER-PM contact sites. Curr Opin Plant Biol.

[47] Hilson P, Allemeersch J, Altmann T, Aubourg S, Avon A, Beynon J (2004). Versatile gene-specific sequence tags for Arabidopsis functional genomics: transcript profiling and reverse genetics applications. Genome Res.

[48] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[49] Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol.

[50] Larsson J. eulerr: area-proportional euler and venn diagrams with ellipses. R package version 6.1.0 ed: Larsson, J.; 2020.

[51] Yang J, Zhang Y. Protein structure and function prediction using I-TASSER. Curr Protoc Bioinformatics. 2015;52:5 8 1–5 8 15.10.1002/0471250953.bi0508s52PMC487181826678386

[52] Kim S, Thiessen PA, Bolton EE, Chen J, Fu G, Gindulyte A (2016). PubChem substance and compound databases. Nucleic Acids Res.

[53] Pettersen EF, Goddard TD, Huang CC, Couch GS, Greenblatt DM, Meng EC (2004). UCSF Chimera–a visualization system for exploratory research and analysis. J Comput Chem.

[54] Grosdidier A, Zoete V, Michielin O (2011). SwissDock, a protein-small molecule docking web service based on EADock DSS. Nucleic Acids Res..

[55] Grosdidier A, Zoete V, Michielin O (2007). EADock: docking of small molecules into protein active sites with a multiobjective evolutionary optimization. Proteins.

[56] Schmitz A, Riesner D (2006). Purification of nucleic acids by selective precipitation with polyethylene glycol 6000. Anal Biochem.

[57] Clough SJ, Bent AF (1998). Floral dip: a simplified method for *Agrobacterium*-mediated transformation of *Arabidopsis thaliana*. Plant J.

# Supplementary material for: AHL-Priming Protein 1 mediates N-3-oxo-tetradecanoyl-homoserine lactone priming in Arabidopsis
**Source:** BMC Biol. 2022 Dec 5;20:268. doi: 10.1186/s12915-022-01464-3
**Supplement:** Supplementary file 2 — Additional file 2: Supplementary materials. Figure S1. The expression of ALI1 is not influenced by oxo-C14-HSL. Figure S2. The ali1 mutant has a T-DNA insertion in At5g14470 position and is homozygous. Figure S3. Enhanced activation of defense-related genes due to AHL-priming is missing in ali1. Figure S4. ALI1 does not colocalize with Golgi, plastids, and peroxisomes. Figure S5. Localization of ALI1 upon plasmolysis. Figure S6. Representative images of predicted docking between ALI1 protein and oxo-C14-HSL ligand. Figure S7. Interaction between ALI1 and oxo-C14-HSL was missing in biophysical assays but indicated to be present in indirect binding assay. Figure S8. The complemented lines of ali1 mutant express ALI1. Table S1. Densitometric analysis of Western blot results. Table S2. Primers used in the study. Table S3. Fluorescence-tagged strains used in the localization study.

## Additional file 2: Supplementary materials for

### AHL-Priming Protein1 mediates N-3-oxotetradecanoyl-homoserine lactone priming in Arabidopsis

Abhishek Shrestha<sup>1</sup>, Casandra Hernández-Reyes<sup>2</sup>, Maja Grimm<sup>1</sup>, Johannes Krumwiede<sup>1</sup>, Elke Stein<sup>3</sup>, Sebastian T. Schenk<sup>2</sup> and Adam Schikora<sup>1\*</sup>

The following Supporting Information is available for this article:

**Fig. S1** The expression of *ALI1* is not influenced by oxo-C14-HSL.

**Fig. S2** The *ali1* mutant has a T-DNA insertion in *At5g14470* position and is homozygous.

**Fig. S3** Enhanced activation of defense-related genes due to AHL-priming is missing in *ali1*.

**Fig. S4** ALI1 does not colocalize with Golgi, plastids, and peroxisomes.

**Fig. S5** Localization of ALI1 upon plasmolysis.

**Fig. S6** Representative images of predicted docking between ALI1 protein and oxo-C14-HSL ligand.

**Fig. S7** Interaction between ALI1 and oxo-C14-HSL was missing in biophysical.

**Fig. S8** The complemented lines of *ali1* mutant express ALI1.

**Table S1** Densitometric analysis of Western blot results

**Table S2** Primers used in the study.

**Table S3** Fluorescence-tagged strains used in the localization study.

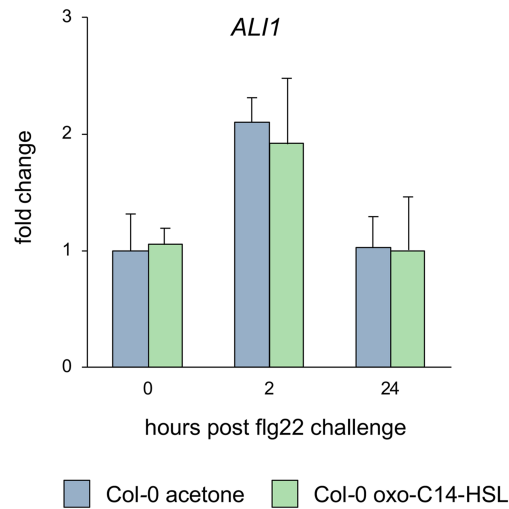

**Fig. S1** The expression of *ALI1* is not influenced by oxo-C14-HSL. Expression profile of *ALI1* was monitored at three time points after challenge with 100 nM flg22 in *Arabidopsis* wild-type Col-0. Plants were grown on sterile hydroponic system and pretreated with 6  $\mu$ M oxo-C14-HSL or acetone (solvent control) three days prior to flg22 challenge. The abundance of each gene transcript was normalized with *Ubiquitin ligase* (*At5g25760*) transcript and 0 hpt (hours post treatment) levels. The bar represents mean and error bars SD from four independent biological replicates, individual data values for S1 in Additional File 1.

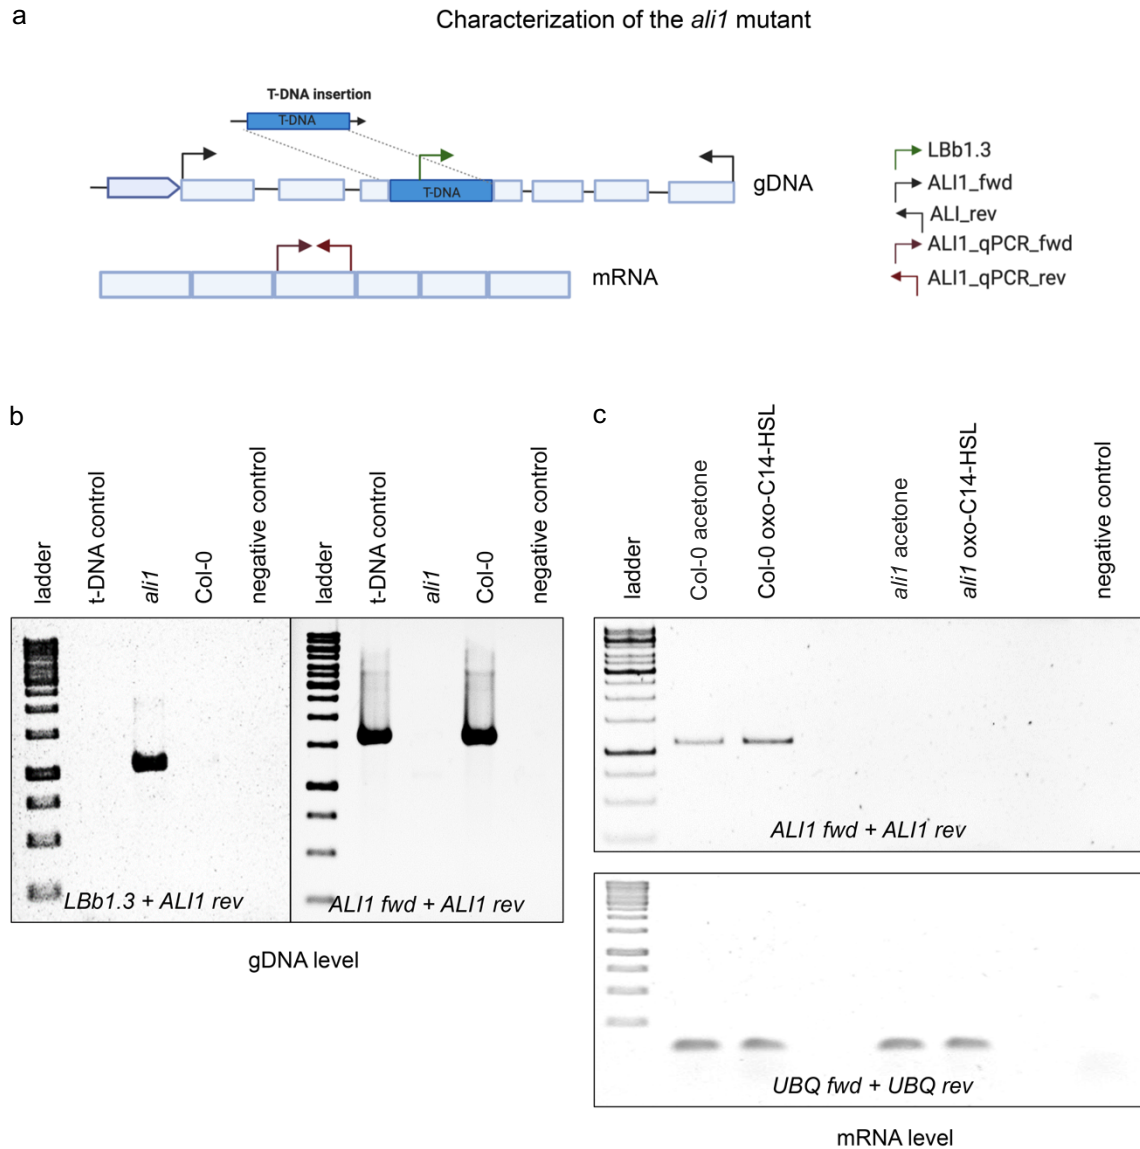

**Fig. S2** The *ali1* mutant has a T-DNA insertion in *At5g14470* position and is homozygous. **a** Graphical representation of T-DNA insertion in *ALI1* gene, indicating primers (Additional file 2: Table S1) used for characterization of the mutant. **b** PCR-based characterization of the genetical structure of *ali1*. The insertion of T-DNA and the absence of functional *ALI1* gene in *ali1* mutant however, absence of T-DNA insertion and the presence of functional *ALI1* gene in wild-type Col-0 were evidenced by PCR products using primers as indicated. **c** The expression of *ALI1* in both acetone and oxo-C14-HSL-pretreated Col-0 plants as well as the absence of *ALI1* expression in both acetone and oxo-C14-HSL-pretreated *ali1* mutant, as evidenced by PCR approach. The expression of housekeeping gene *Ubiquitin ligase* (*UBQ*) in both acetone and oxo-C14-HSL-pretreated Col-0 and *ali1* mutant. T-DNA left border-specific LBb1-3 and *ALI1*-specific reverse primers were used to detect the presence of T-DNA insertion in *ALI1* gene, whereas gene-specific primers, *ALI1* fwd and *ALI1* rev were used in a separate reaction to detect the presence of *ALI1* gene in both, DNA and mRNA levels and *UBQ* gene-specific primers, *UBQ* fwd and *UBQ* rev were used in a separate reaction for the internal control.

61

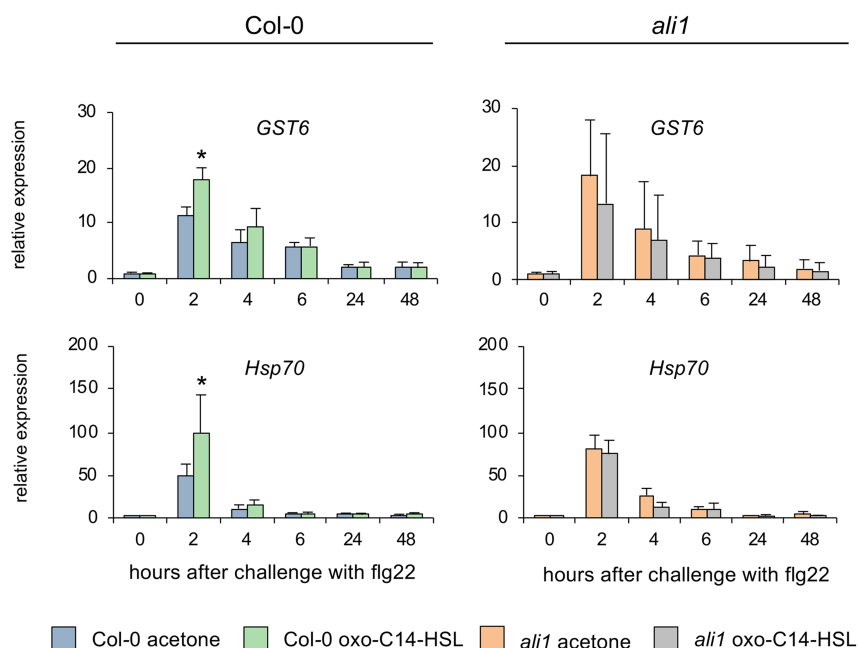

**Fig. S3** Enhanced activation of defense-related genes due to AHL-priming is missing in *ali1*. Expression profile of defense-related genes *GST6* and *Hsp70* was monitored at various time points after 100 nM flg22 challenge in *Col-0* and *ali1* mutant. Plants were grown on a sterile hydroponic system and pretreated with 6  $\mu$ M oxo-C14-HSL or acetone (solvent control) for three days prior to flg22 challenge. The abundance of each gene transcript was normalized with *Ubiquitin ligase* (*At5g25760*) transcript and 0 hpt (hours post treatment) levels. Error bars represent SD from four independent biological repetitions. \* indicates  $p < 0.05$  in Student's *t*-test, individual data values for S3 in Additional File 1.

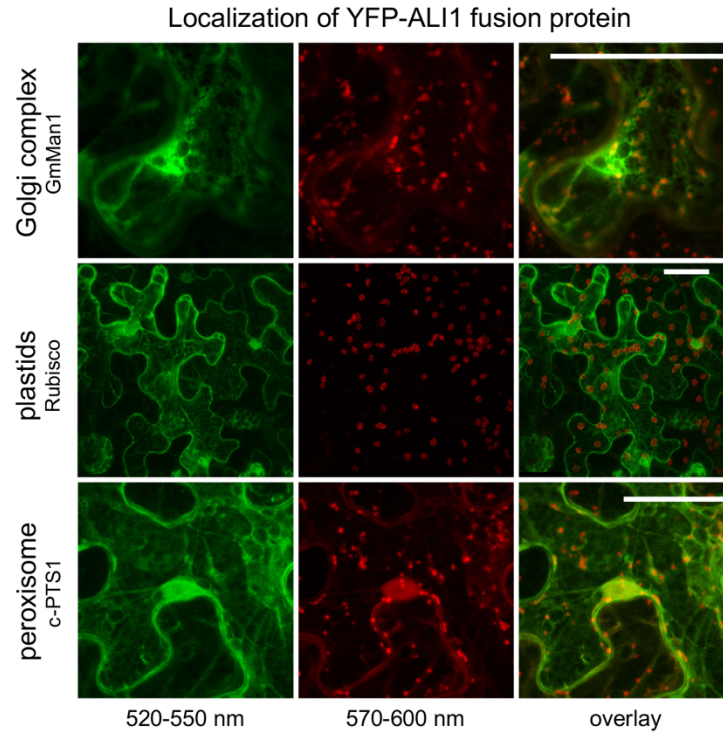

**Fig. S4** ALI1 does not colocalize with Golgi, plastids, and peroxisomes. Plasmids carrying YFP-tagged ALI1 version and mCherry-marked proteins localizing to Golgi (GmMan1), plastids (RuBisCO) or peroxisome (PTS1) were co-transformed into *N. benthamiana* leaf epidermal cells by *Agrobacterium*-infiltration. The cells were analyzed 2 days after the infiltration using CLSM. The left panel shows in green, the fluorescence of the YFP-tagged ALI1, whereas the middle panel shows in red, the fluorescence of different mCherry-marked proteins colocalizing to different subcellular compartments (Additional file 2: Table S2). The right panel shows the corresponding merged image, where yellow color indicates a colocalization. Scale bar = 40  $\mu$ m.

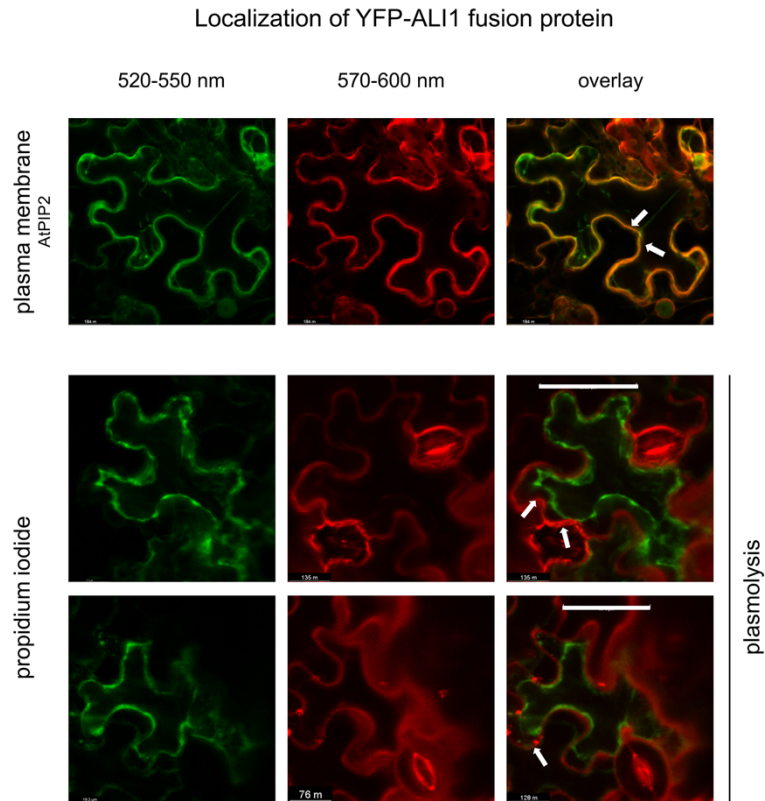

**Fig. S5** Localization of ALI1 upon plasmolysis. Plasmids carrying YFP-tagged ALI1 version and mCherry-marked proteins localizing in PM (AtPIP2) were co-transformed to *N. benthamiana* leaf epidermal cells by *Agrobacterium*-infiltration. The cells were analyzed 2 days after the infiltration. The left panel shows in green the fluorescence of YFP-tagged ALI1 version, whereas the middle panel shows in red fluorescence of different mCherry-marked subcellular localizing proteins (upper panel), or the fluorescence of the propidium iodide. The right panel shows corresponding merged images where yellow color indicates colocalization. Scale bar = 40  $\mu$ m. Arrows indicate the plasmolysis site (lower panels) or co-localization with AtPIP2 (upper panel).

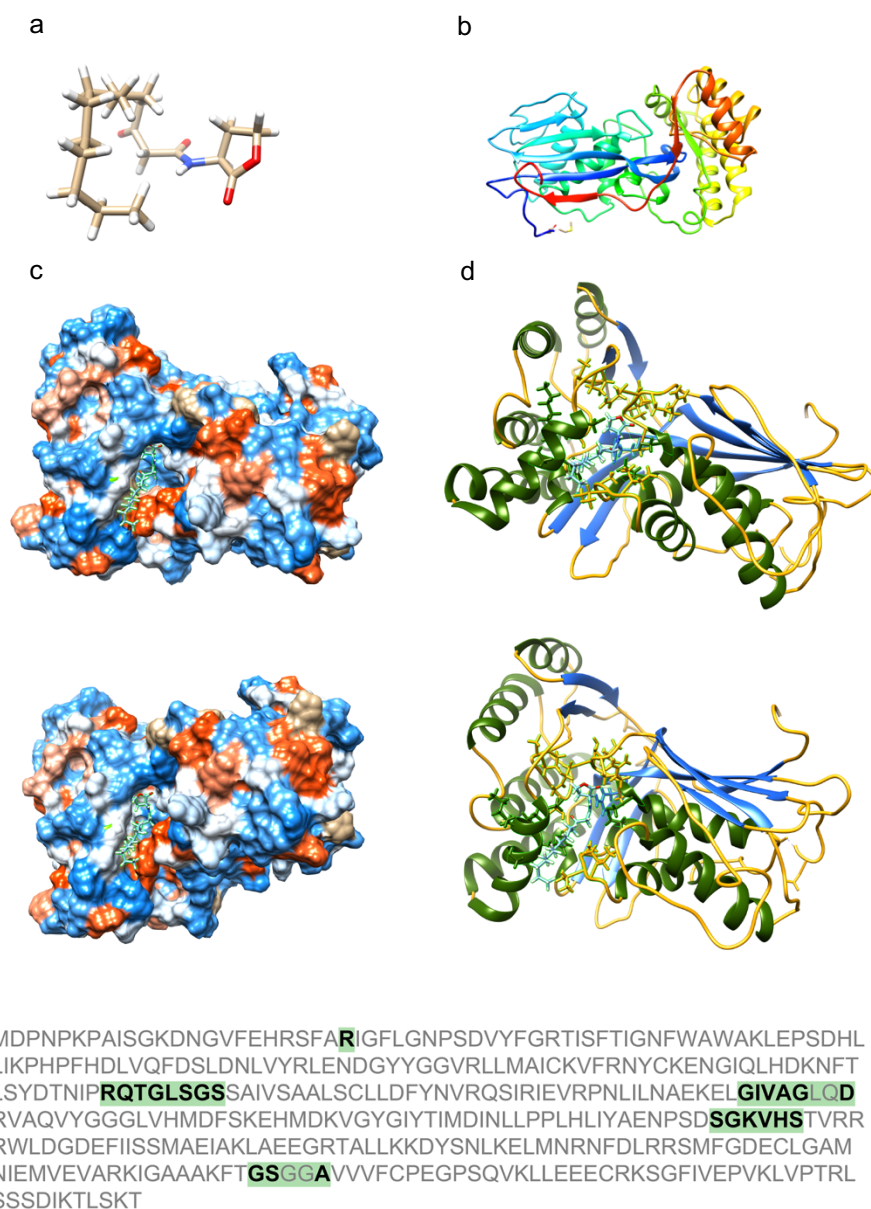

**Fig. S6** Representative images of predicted docking between ALI1 protein and oxo-C14-HSL ligand. The tertiary structure of (a) *N*-3-oxotetradecanoyl-*L*-homoserine lactone (oxo-C14-HSL) and (b) the predicted structure of ALI1 protein. The predicted hydrophobicity (c) and ribbon (d) structure of the ALI1 protein with the oxo-C14-HSL ligand from different angles. **e** Amino acid sequences of ALI1, bold letters indicate residues with predicted distance of less than 5 Å from the ligand.

104

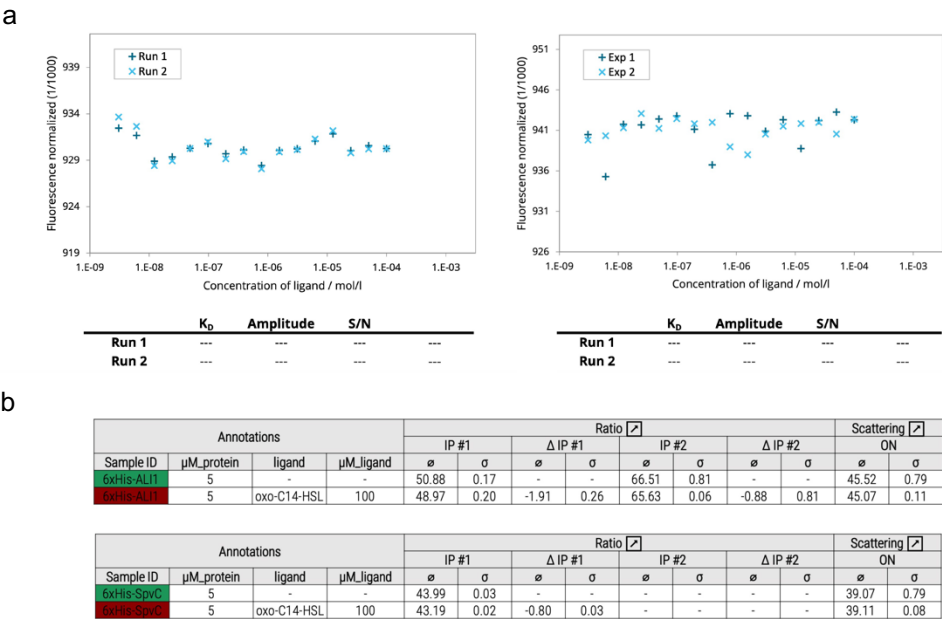

**Fig. S7** Interaction between ALI1 and oxo-C14-HSL was missing in biophysical assays. **a** MST binding assay missing to quantify the interaction study between fluorescently labeled proteins 6xHis-ALI1 (left) or 6xHis-SpvC (right) and ligand oxo-C14-HSL. The protein concentration was kept constant at 50 nM and the ligand oxo-C14-HSL was titrated from 100  $\mu\text{M}$  to 3.05 nM. The difference in normalized fluorescence (%) was plotted for analysis of thermophoresis. Two experimental replicates were used for the analysis. **b** Nano-DSF assay suggesting comparable thermal shifts in both proteins 6xHis-ALI1 and 6xHis-SpvC in the presence of ligand oxo-C14-HSL which could possibly be an artifact. Both proteins and ligand were diluted to have a final concentration of 5  $\mu\text{M}$  and 100  $\mu\text{M}$  respectively. For both proteins, unfolding transition was assessed. Thermal shift was calculated by assessing difference of melting temperatures ( $T_m$ ) between ligand-bound and apo-state of a protein. Two experimental replicates were used for the analysis.

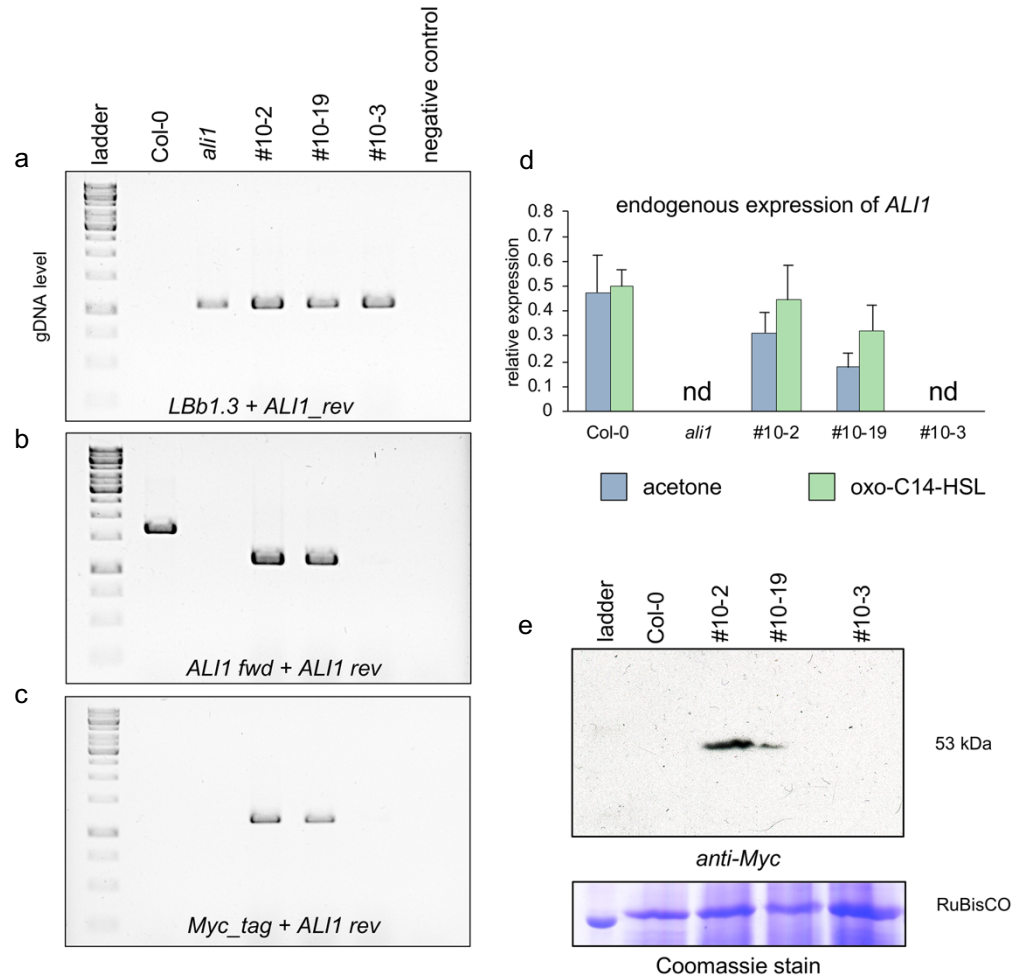

**Fig. S8** The complemented lines of *ali1* mutant express ALI1. Ethidium bromide stained gel indicating: (a) The presence of T-DNA insertion in *ALI1* gene of *ali1* mutant, two complemented lines of *ali1*: #10-2 and #10-19, and outcrossed line #10-3 but not in wild-type Col-0; (b) The presence of *ALI1* gene in Col-0 (genomic version) and two complemented lines of *ali1*: #10-2 and #10-19 (mRNA version); and (c) The presence of *ALI1* gene tagged with 10xMyc in two complemented lines of *ali1*: #10-2 and #10-19. Primers T-DNA left border specific LBb1-3 and ALI1 rev were used to detect the presence of T-DNA insertion in *ALI1* gene, gene-specific primers ALI1 fwd and ALI1 rev were used to detect the presence of *ALI1* gene and tag-specific primer Myc-tag and ALI1 rev were used to verify the presence of Myc-tagged *ALI1* gene. d The endogenous expression level of *ALI1* in acetone and oxo-C14-HSL pretreated Col-0, *ali1*, two complemented lines of *ali1*: #10-2 and #10-19 and outcrossed line #10-3. Two-week old seedlings were transferred to 1/2-strength MS liquid medium supplemented with 6  $\mu$ M oxo-C14-HSL or acetone control for three days. The abundance of *ALI1* gene transcript was normalized with *Ubiquitin ligase* (*At5g25760*) transcript. The bar represents mean and SD of three biological replicates. e Western blot indicating the expression of Myc-tagged ALI1 in both complemented lines #10-2 and #10-19 but not in outcross line #10-3. Representative blot is shown.

**Table S1 Densitometric analysis of Western blot results**

Quantification of Western blot results of phosphorylation activation of MAP kinase (Fig. 1b) by densitometry using ImageJ software.

| Treatment   | min post flg22 | Col-0              |                     | <i>ali1</i>        |                     |
|-------------|----------------|--------------------|---------------------|--------------------|---------------------|
|             |                | <i>anti-AtMPK6</i> | <i>anti-pERK1/2</i> | <i>anti-AtMPK6</i> | <i>anti-pERK1/2</i> |
| acetone     | 0              | 83894.973          | 0                   | 78646.822          | 0                   |
|             | 30             | 89831.416          | 81804.019           | 91850.115          | 84459.295           |
|             | 60             | 76937.194          | 35286.999           | 75723.186          | 36074.475           |
|             | 120            | 65882.123          | 0                   | 84097.964          | 0                   |
| oxo-C14-HSL | 0              | 79680.044          | 0                   | 79905.843          | 0                   |
|             | 30             | 76780.467          | 73565.312           | 79181.408          | 74476.324           |
|             | 60             | 72056.952          | 59484.948           | 87524.156          | 29908.919           |
|             | 120            | 83795.437          | 25808.513           | 95755.42           | 0                   |

**Table S2** Primers used in the study

| Oligonucleotide | Sequence (5'–3')                                                     | Reference                               |
|-----------------|----------------------------------------------------------------------|-----------------------------------------|
| ALI1 fwd        | GGA GAT AGA ACC ATG GAT CCG AAT CCT AAA CCG                          | This study                              |
| ALI1 rev        | TCC ACC TCC GGA TCM TGT TTT TGA TAA TGT CTT AAT ATC AGA AC           | This study                              |
| U5 fwd          | GGG GAC AAG TTT GTA CAA AAA AGC AGG CTT CGA AGG AGA TAG<br>AAC CAT G | ATOME Project                           |
| U3 rev          | AGA TTG GGG ACC ACT TTG TAC AAG AAA GCT GGG TCT CCA CCT<br>CCG GAT C | ATOME Project                           |
| DNR5            | CTG GCA GTT CCC TAC TCT CG                                           | [47]                                    |
| DNR3            | GAT GGT CGG AAG AGG CAT AA                                           | [47]                                    |
| GTW1            | TAG CTT CCT TAG CTC CTG AAA ATC TCG                                  | ATOME Project                           |
| GTW2            | GGG AAT ATA AAT GTC AGG CTC CCT TA                                   | ATOME Project                           |
| 35S-promoter    | TTC GCA AGA CCC TTC CTC TAT A                                        | universal                               |
| Actin fwd       | GGT CGT ACA ACC GGT ATT GTG CTG G                                    | C. Forzani<br>( <i>personal comm.</i> ) |
| Actin rev       | TTG GAG ATC CAC ATC TGC TGG AAT G                                    | C. Forzani<br>( <i>personal comm.</i> ) |
| T7              | TAA TAC GAC TCA CTA TAG GG                                           | universal                               |
| UBQ fwd         | GCT TGG AGT CCT GCT TGG ACG                                          | [33]                                    |
| UBQ rev         | CGC AGT TAA GAG GAC TGT CCG GC                                       |                                         |
| WRK22 fwd       | ATC TCC GAC GAC CAC TAT TG                                           | [33]                                    |
| WRK22 rev       | TCA TCG CTA ACC ACC GTA TC                                           |                                         |
| WRK29 fwd       | TCC GGT ACG TTT TCA CCT TC                                           | [33]                                    |
| WRK29 rev       | AGA GAC CGA GCT TGT GAG GA                                           |                                         |
| GST6 fwd        | GCA TGT TCG GCA TGA CCA CTG                                          | [33]                                    |
| GST6 rev        | GCA CCT TGG AGT CAG TAC CC                                           |                                         |
| Hsp70 fwd       | CGC CAA CGA TCA AGG CAA CC                                           | [33]                                    |
| Hsp70 rev       | GCT TCT CAC CTG GAC CGG AA                                           |                                         |
| ALI1 ins1       | GAT CTT ACG TGC CAC TTC CAC                                          | This study                              |
| ALI1 ins2       | TTT TGA TTG AAA GAT TTG TGG C                                        | This study                              |
| ALI1 qPCR fwd   | GAC GGG GCT TTC AGG TTC TA                                           | This study                              |
| ALI1 qPCR rev   | AGA CTT GAG CAA CAC GGT CT                                           | This study                              |
| LBb1-3          | ATT TTG CCG ATT TCG GAA C                                            | Salk Institute                          |
| Myc-tag         | AAT CTC CGA GGA AGA CTT GAA C                                        | This study                              |
| TLP5 fwd        | GAAAGAGGAAGAAGGAAAGGT                                                | This study                              |
| TLP5 rev        | CAGAAGCTACAGTCACTCTC                                                 | This study                              |
| DFR fwd         | CAAACGCCAAGACGCTACTCAC                                               | This study                              |
| DFR rev         | ACGGTCTTTGCCTTAACACATGC                                              | This study                              |

**Table S3** Fluorescence-tagged strains used in the localization study  
 Localization markers used in this study in the *Agrobacterium*-mediated transformation.

| Strain                          | Remarks                                                                                                                                   | Localization          | Reference |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------|-----------------------|-----------|
| <i>A. tumefaciens</i> (LBA4404) | pBin20 containing mCherry with the ATWAK2 signal peptide and HDEL-motif                                                                   | endoplasmic reticulum | [36]      |
| <i>A. tumefaciens</i> (LBA4404) | pBin20 containing mCherry fused to full-length coding region of AtPIP2A, a plasma membrane aquaporin (Cutler et al., 2000)                | plasma membrane       | [36]      |
| <i>A. tumefaciens</i> (LBA4404) | pBin20 containing mCherry fused to the C-terminus of c-TIP, an aquaporin of the vacuolar membrane (Saito et al., 2002)                    | tonoplast             | [36]      |
| <i>A. tumefaciens</i> (LBA4404) | pBin20 containing mCherry fused to peroxisomal targeting signal1 (PTS1, Ser-Lys-Leu) at its C-terminus                                    | peroxisome            | [36]      |
| <i>A. tumefaciens</i> (LBA4404) | pBin20 containing mCherry fused to first 29 aa of yeast ( <i>Saccharomyces cerevisiae</i> ) cytochrome c oxidase IV                       | mitochondria          | [36]      |
| <i>A. tumefaciens</i> (LBA4404) | pBin20 containing mCherry fused to targeting sequence (first 79 aa) of the small subunit of tobacco rubisco                               | plastids              | [36]      |
| <i>A. tumefaciens</i> (LBA4404) | pBin20 containing mCherry fused to cytoplasmic tail and transmembrane domain (first 49 aa) of GmMan1, soybean $\alpha$ -1,2-mannosidase I | Golgi                 | [36]      |

How the deposited data were processed for this re-analysis (not part of the article)

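RNA sequencing of 12 libraries was re-examined, 3 each from seedlings labelled Col-0 or *ali1* that had been pretreated with acetone or oxo-C14-HSL and challenged with flg22. The sample labels give genotype and treatment, and the methods give dose and times. The description field of the labels names the comparison of the other genotype, which goes against the titles, and was not used.

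The authors aligned 100 bp single-end reads with RNAStar 2.4.0d-2 and used cufflinks 2.2.1.0, cuffmerge 2.2.1.0 and cuffdiff 2.2.1.5. The deposited FPKM values are 1 value per group over its libraries, normalized by the authors within each of 2 separate cuffdiff runs by a method that the sources used here do not give. The deposited log2 fold change is oxo-C14-HSL over acetone without a pseudocount, and is infinite where 1 group is at 0. The deposited p-values and q-values are those of cuffdiff, and the smallest p is 5.0e-05, reached by 865 loci in the comparison labelled Col-0 and 225 in that labelled *ali1*. The deposited test statistic was on another scale (score) than the normal quantile of the p-value, with a median ratio of 0.574 and 0.573. Recomputed Benjamini-Hochberg values over the tested loci differed from the authors' q-values by at most 5.25e-07. The genome build and annotation are not given in the sources used here. Chromosome names equal those of the reference sequence used, and every locus lies within its chromosome. Loci that hold more than 1 named gene, 1646 in all, cannot be split, and reads of overlapping or near-identical genes may have been shared by the authors' counting.

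From these tables the loci past the thresholds of Fig. 2 (q below 0.05, absolute log2 fold change of at least 1) were counted by direction, without a refit. All other tests were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures with matplotlib 3.10.9. Called loci were compared between genotypes by Fisher's exact test. The difference between genotypes was tested per locus by a z test, with each standard error taken as the absolute log2 fold change over the normal quantile of p. At the smallest p this standard error is an upper limit. Gene lists, 11 with 442 entries, were set against 10000 random lists matched on mean FPKM in 20 bins, and a list was taken to stand apart outside their central range, below percentile 2.5 or the same distance from the top. Enrichment used a one-sided Fisher's exact test, adjusted over 44 tests, and over all process terms with at least 5 genes in the reference notes. The running median over mean FPKM used 50 bins of equal size.

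Genes were named by a rule set before the data were examined: each gene the paper names with a locus or expression primers, the 5 called loci with the largest rise and fall in each genotype, the 5 loci called in opposite directions with the largest difference, and up to 3 called members of each list with the largest change. The paper's own lists of called genes had been read by then. The gene behind each primer pair was found by matching the primers to reference transcripts.

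The tests were tested on simulated data with the standard errors of the tables. With 200 loci given a log2 difference of 2 among 18414, the z test called 76.3% of them, and 1.44% of its calls were false. With no planted difference it made 0 calls in each of 10 simulated tables. The noise was drawn with the same standard errors that the test uses, so these checks cannot show whether that error scale is right. In the data, standard errors from the deposited test statistic gave 107 loci higher and 22 lower, against 481 and 59. Of 200 random lists of 30 loci without a shift among 18834 in the comparison labelled Col-0, 7% fell outside the limits, and all lists shifted by 0.5 lay above the upper one. Of random lists, 3.5% had an unadjusted enrichment p below 0.05.

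The files hold no counts, so the depth could only be estimated, from the spacing of the FPKM values of the lowest loci. Only the ratio of depths between groups was used from this estimate, and no interval was drawn from it. Alternatives covered the significance and fold thresholds, a filter at 1 FPKM, pseudocounts of 0.1 and 1, centring on the median, loci with 1 named gene, the source of the standard error, the mean in place of the median and the kind of correlation. The running median was added after the data were seen. Replicates could not be left out and samples could not be regrouped, as the tables hold no values per library. The qPCR, pathogen, binding and growth experiments of the paper were not analysed here.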

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

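The tests of explanations in this part were chosen after the results were seen, except that of low expression alone, which was set before its value was computed. Other splits of the samples could not be tried, because the tables hold no value per library, so an uneven draw of 3 libraries against 3 stays open for each result.

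A difference between the genotypes was found by the z test at 540 loci, of which 481 had a higher and 59 a lower log2 fold change in the libraries labelled Col-0. The unadjusted p was below 0.05 at 2849 of 18414 loci. The excess of higher values goes with the excess of loci called up in the libraries labelled Col-0. Once the shift of the fold change with expression level was removed, 64.9% of called loci were still up, and 161 of the 168 loci up were also called before. Loci are not independent and no value per library is at hand, so whether this shift is the whole cause cannot be told apart from a response. The depth of the oxo-C14-HSL group was 1.06 times that of the acetone group, against a 1.32-fold rise of the lowest eighth of loci. The share of FPKM in the 10 highest loci differed by 0.0472 percentage points. With running medians over exonic length and GC content removed, 93.5% of called loci were up. Background from genomic DNA would raise non-coding and pseudogene loci, but 728 of them had a median of −0.021, at percentile 0 of loci with the same mean FPKM, so that the shift was also not shared by all loci of low expression. The authors' normalization could not be examined. A different reaction of the genotypes stays open, as do a difference in growth, sampling or library preparation between groups, none of which the tables can separate from treatment.

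A group of 29 loci was called up in the libraries labelled Col-0 and down in those labelled *ali1*, a difference in direction that follows from how they were selected. Exchanged treatment labels in 1 table, with the same response in both genotypes, cannot be told apart from a response of the genotypes. The shared calls, all in opposite directions, go with such an exchange. So do the heat shock, glucosinolate and photosynthesis lists, which lay outside random lists in opposite directions. The microtubule list lay above random lists in both tables, with medians of 0.90 (Col-0 label) and 0.13 (*ali1* label). The hypoxia list lay below them in both, at −0.12 and −0.11. These go against such an exchange, so the lists do not decide. Over loci called in neither table Spearman's rho was 0.0830, but that set leaves out the loci that responded. Low expression alone gave at most 12 such loci among 10000 random sets of the same mean FPKM. The group-centred levels, which set separate runs side by side, were −1.13 and 0.79 on the log2 scale in the libraries labelled Col-0 (acetone, then oxo-C14-HSL) and 1.09 and −0.63 in those labelled *ali1*. A different share of root tissue may be a part of it: the difference of the root-enriched list lay at percentile 98.8. That list holds 17 tested genes, 1 of which is among the 29, and its members go both ways (4 with a higher and 2 with a lower difference), so this explanation cannot be told apart from a response of the genotypes.

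Heat shock protein genes stood out for a difference between the genotypes, with 12 of 23 lower in the libraries labelled Col-0 by the z test. They fell there and rose in those labelled *ali1*. With the shift by expression level removed, the median in the libraries labelled Col-0 was −0.82, at percentile 0, which argues against that shift as the cause. A heat shock state of the plants labelled Col-0 and treated with acetone is a possible explanation: their list level lay 0.73 above the mean of the other 3 groups, and was the highest group for 21 of 23 genes. The other groups did not all lie together, as the oxo-C14-HSL group labelled *ali1* was 0.33 above the acetone group of that label. Exchanged treatment labels in 1 table stay open here as well. Whether such a state came from handling or from the treatment cannot be told apart with 1 value per group, and the levels come from separate runs.

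Glucosinolate genes also differed between the genotypes, with 8 of 50 higher in the libraries labelled Col-0. With the shift by expression level removed, the list median was 0.44 in the libraries labelled Col-0 (percentile 100) and −0.17 in those labelled *ali1* (percentile 0). Exchanged treatment labels in 1 table stay open for this list too. No other technical explanation was tested for it, and a biological difference between the genotypes was not tested apart from the labels.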

How the results depend on the processing

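The alternatives that took off the running median over mean FPKM were chosen after the data were seen. No paired analysis was possible because the tables hold 1 value per group and none per library. For the same reason leave-one-out and other splits of the samples were not possible. The cause of the changes given here was not tested, apart from those that follow from the setting itself.

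The direction of the imbalance kept its side under the alternatives for these counts that kept a minimum fold change: between 64.9% and 94.3% of loci called in the libraries labelled Col-0 were up, and between 4.35% and 18.1% in those labelled *ali1*. The numbers moved. With a minimum fold change of 1.5, the libraries labelled Col-0 had 1134 loci up and 182 down, those labelled *ali1* 42 up and 190 down, and 73 loci were up in the former and down in the latter, with 3 up in both, 3 down in the former and up in the latter, and 7 down in both. With an absolute log2 fold change of at least 2, the counts were 38 and 3 for Col-0 and 1 and 12 for *ali1*. With a pseudocount of 1, they were 64 and 11, and 1 and 22, with 8 in opposite directions. For the libraries labelled *ali1*, the p-value gave 21 up and 134 down, and q below 0.01 gave 2 and 40, with 16 in opposite directions. After removal of the running median, 168 and 91 loci were called in the libraries labelled Col-0, 16 in opposite directions and 1 down in both.

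The difference between genotypes gave 107 loci higher and 22 lower in the libraries labelled Col-0 with standard errors from the test statistic, 799 and 262 without a minimum difference, and 289 and 85 with the running median removed. The correlation of fold changes was near 0 and its sign did not hold: Pearson's r was −0.0387 with a pseudocount of 1, 0.00663 without loci called in either table and −0.0443 with the running median removed, and Spearman's rho was 0.0557.

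For list medians in the libraries labelled Col-0, systemic acquired resistance was within random lists with the running median removed (0.034) and for loci that hold 1 named gene (0.11), the defence list reached 0.0075 as a mean, and the root list lay above random lists with the FPKM filter (0.27). Under the *ali1* label, the mean gave −0.19 for hypoxia and −0.074 for photosynthesis, no longer outside random lists, 0.12 for systemic acquired resistance, now above them, −0.012 for auxin and −0.095 for the root list. With the FPKM filter there, the cell wall list was at 0.045 and the shoot apex list, now above random lists, at 0.11, and at 0.093 with the running median removed. For loci that hold 1 named gene there, hypoxia was at −0.089 (no longer outside), the cell wall list at −0.070 (now below) and the root list at −0.015.

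Among enrichment tests, without a minimum fold change the adjusted p was 5.90e-12 for glucosinolate genes up and 0.00110 for defence genes down in Col-0, and 1.33e-08 for heat shock genes up, 0.00743 for defence genes down and 0.0134 for root genes up in *ali1* (all by Fisher's exact test). Systemic acquired resistance up in Col-0 lost significance without a minimum fold (0.216), with the FPKM filter (0.0544) and with a pseudocount of 1 (0.0592). With that pseudocount, cell wall (0.0893), microtubule (1) and shoot apex (0.534) genes up in Col-0, and glucosinolate (1), cell wall (0.289) and root (0.174) genes down in *ali1* were no longer enriched, and root genes were not with the FPKM filter (0.189).

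Of the tests on single named genes, 37 lost their call, 34 of them with a pseudocount of 1, which reduces fold changes of weakly expressed loci by construction. The other 281 kept direction and call.

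The loci called up in the libraries labelled Col-0 had a median of 1.23 FPKM, and how far depth limits such loci was not tested.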

Differences from the paper's values

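The qPCR ratios that follow are the paper's, computed from its individual values for Fig. 1d (Additional file 1), each with the SD of a difference between single repetitions (the root of the summed variances, 4 repetitions per group). They are set beside sequencing of separate plants. The legend describes these data as normalized to 0 h, but the individual values are not at 1 there (means of 0.353 for *WRKY22* and 0.0528 for *WRKY29* in Col-0 after acetone), so they were taken as levels. For *WRKY29*, 48 of the 96 values under the *ali1* label repeat those of Col-0 and were left out, which was decided after the values were seen. For *WRKY22*, the paper's log2 ratio of oxo-C14-HSL over acetone 2 h after flg22 was 0.64 (SD 0.35) in Col-0, and that in the authors' deposited table was −0.44 in the libraries labelled Col-0. For *WRKY29* the paper's value was 0.78 (SD 0.56), against −0.51 in the authors' deposited table. Exchanged treatment labels in 1 table stay open here too, and in the comparison labelled Col-0 they would turn the sign of both sequencing values. In *ali1*, the paper's values were 0.033 (SD 0.67) and 0.057 (SD 0.35), and the authors' deposited table gives −0.0072 and −0.059, so that the signs differ while the values lie within the paper's error. With the repeated values kept, the paper's ratio for *WRKY29* in *ali1* was 0.42. Less the ratio at 0 h, the paper's values were 0.41 for *WRKY22* and 2.20 for *WRKY29* in Col-0, and 0.016 and −0.16 in *ali1*. Pseudocounts of 0.1 and 1 and centring on the median, all set before the data were examined, left the signs of all 4 different.

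The paper relates the genes that fell in Col-0 to decreased oxygen. A list of core hypoxia response genes had 0 of 23 called down and 0 called up in the libraries labelled Col-0 by Fisher's exact test, although its median was −0.12 at percentile 0.940. The reference notes used here hold fewer process annotations than a full Gene Ontology listing, and genes whose note gives only a number of processes belong to no term. Counts of 0 for a term therefore do not speak against the paper's terms. The temperature term was found (response to heat, 3 of 55 loci). The paper also relates these genes to salt, osmotic and oxidative stress, for which 0 of 227, 0 of 24 and 0 of 124 loci were called down.

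The paper relates the genes that rose in Col-0 to auxin and systemic acquired resistance. Of the process terms, 0 of 50 and 0 of 8 loci for auxin and 0 of 9 for systemic acquired resistance were called up. Terms were not assigned where a note gives only a number of processes, so these counts do not speak against the paper's terms. The gene lists for these functions, written after the paper's called genes had been read, had 12 of 48 and 4 of 27 called up.

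The paper relates the genes that fell in *ali1* to glucosinolate metabolism. Its process terms, which leave out genes whose note gives only a number of processes, had 1 of 7 and 0 of 9 loci called down. The gene list, written after the paper's called genes had been read, had 3 of 50.

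The paper describes the upregulation of defence-related genes. The list of flg22-induced genes was not raised, with a median of −0.13 in the libraries labelled Col-0 and 1 of 31 called up, and 4 of 27 genes of systemic acquired resistance were called up.

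The paper states that none of the terms of Col-0 were regulated in *ali1*. Cell wall organization was enriched among loci called down there (4 of 12 loci), while auxin genes were not (1 of 42 called). The process term cellular response to cold was also enriched (2 of 6 loci, adjusted p = 0.0424, Fisher's exact test).

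The paper's conclusions state that the pretreatment had no impact on *ali1*, while its results report 4 genes up and 66 down there. Of the loci in the libraries labelled *ali1*, 432 had a q-value below 0.05. The 70 that also passed the fold threshold are those that the paper reports.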

Other observations

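The tests of scale, labels and T-DNA transcripts for *ALI1* and of the shift by expression level for the qPCR genes were chosen after the results were seen.

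More dividing tissue in the plants treated with oxo-C14-HSL is a candidate explanation for part of the rise in the libraries labelled Col-0. Loci annotated with DNA replication or nucleosome assembly, outside the gene lists, had a median log2 fold change of 0.15 there, at percentile 100 of random lists of the same mean FPKM, and 67 of 93 were above 0. The median in the libraries labelled *ali1* was 0.025 at percentile 82.2. The list of shoot apex and young leaf genes had a median of 0.77 (percentile 100) with 11 of 34 called up (adjusted p = 3.97e-09, Fisher's exact test), and photosynthesis genes one of 0.077 (percentile 99.98). A change in growth stage and a change of expression within cells would look alike here.

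The level of *ALI1* was higher in the libraries labelled *ali1*. A difference in scale between the tables would move many loci, but the ratio of *ALI1* lay at percentile 99.9 of 16780 loci, whose median log2 ratio was −0.037. Exchanged genotype labels are possible: the level in the libraries labelled Col-0 was 45.2% of the other. The 50.2% of exonic bases outside the interval between the insertion primers does not predict the level of a disrupted gene, so it cannot decide this. By PCR on cDNA, the paper reports a product of *ALI1* in Col-0 and none in *ali1*, after either pretreatment. A transcript started in the T-DNA, or of part of the gene, is also possible. The 10 loci within 20 kb had a median log2 ratio of −0.046, between −0.73 and 0.053. With 1 value per locus these explanations cannot be told apart. The labels' description field, which names the other genotype's comparison, does not decide between them.

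Some of the largest fold changes were at loci that hold a short gene, such as *U6.5* (100 bp) and *MIR3440b* (125 bp). Most were not: of tested loci with an absolute log2 fold change of at least 4, few held a gene shorter than 200 bp. These were 2 of 16 in the libraries labelled Col-0 and 3 of 13 in those labelled *ali1*. Loci with a gene shorter than 200 bp deviated more than other loci of the same mean FPKM in both tables, with the lower of both percentiles at 100. The median absolute deviation was 0.25 against 0.17 in the libraries labelled Col-0 and 0.23 against 0.12 in those labelled *ali1*, so that these values may be unsteady.

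The defence-related genes that the paper measured by qPCR were lower after oxo-C14-HSL in the libraries labelled Col-0. This direction rests on the treatment labels, whose exchange in 1 table stays open. The authors' deposited table gives log2 fold changes of −0.44 for *WRKY22* (q = 0.00904), −0.51 for *WRKY29* (q = 0.00109), −0.74 for *Hsp70* (q = 0.00109) and −0.20 for *GST6* (q = 0.467), the last at a locus shared with *AT2G47720*. For those labelled *ali1* the authors' deposited table gives −0.0072, −0.059, 0.25 and −0.083. With the shift by expression level removed, the median of the 4 in the libraries labelled Col-0 was −0.41, so that this shift does not account for them. The z test called a difference between the genotypes for none of them at an absolute difference of at least 1. The adjusted p was 0.152 for *WRKY22*, 0.0901 for *WRKY29*, 0.00122 for *Hsp70* and 0.915 for *GST6*. *DFR* was at 0.085 in the libraries labelled Col-0 and 0.78 (q = 0.00416) in those labelled *ali1* in the authors' deposited table, and *TLP5* was not tested. The reference transcript of the paper's ubiquitin ligase, *PEX4*, was at −0.15 and −0.065 in the authors' deposited table. *GLCAK*, for GlcAK1, was at −0.041 and 0.10 in that table, and the galactokinase *GALK* at 0.072 and −0.18 in the authors' deposited table.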
